# Suppression of lymphocyte apoptosis in spleen by CXCL13 after porcine circovirus type 2 infection and regulatory mechanism of CXCL13 expression in pigs

**DOI:** 10.1186/s13567-019-0634-2

**Published:** 2019-02-28

**Authors:** Gen Liu, Yanchao Wang, Shijin Jiang, Minmin Sui, Changying Wang, Li Kang, Yi Sun, Yunliang Jiang

## Abstract

Porcine circovirus-associated disease (PCVAD) is one of the most serious infectious diseases in pigs worldwide. The primary causative agent of PCVAD is porcine circovirus type 2 (PCV2), which can cause lymphoid depletion and immunosuppression in pigs. Our previous study demonstrated that Laiwu (LW) pigs, a Chinese indigenous pig breed, have stronger resistance to PCV2 infection than Yorkshire × Landrace (YL) pigs. In this study, we found that the YL pigs showed more severe lymphocyte apoptosis and higher viral load in the spleen tissue than LW pigs. To illustrate the differential gene expression between healthy and infected spleens, transcriptome profiling of spleen tissues from PCV2-infected and control YL pigs was compared by RNA sequencing. A total of 90 differentially expressed genes (DEGs) was identified, including *CD207*, *RSAD2*, *OAS1*, *OAS2*, *MX2*, *ADRB3*, *CXCL13*, *CCR1*, and *ADRA2C*, which were significantly enriched in gene ontology (GO) terms related to the defense response to virus and cell–cell signaling, and another nine DEGs, *KLF11*, *HGF*, *PTGES3*, *MAP3K11*, *XDH*, *CYCS*, *ACTC1*, *HSPH1*, and *RYR2*, which were enriched in GO terms related to regulation of cell proliferation or apoptosis. Among these DEGs, the *CXCL13* gene, which can suppress lymphocyte apoptosis during PCV2 infection, was significantly down-regulated in response to PCV2 infection in YL but not in LW pigs. By analysis of the regulatory elements in the promoter and 3′-untranslated region (3′-UTR) of porcine *CXCL13*, we found that the single nucleotide polymorphism (SNP) −1014 G (LW) > A (YL) and the *Sus scrofa microRNA*-*296*-*5p* (*ssc*-*miR*-*296*-*5p*) participated in regulating *CXCL13* expression during the response to PCV2 infection.

**Electronic supplementary material:**

The online version of this article (10.1186/s13567-019-0634-2) contains supplementary material, which is available to authorized users.

## Introduction

Porcine circovirus type 2 (PCV2) is a virus containing a single-stranded circular DNA genome of only approximately 1.7 kb in size [1]. Currently, PCV2 strains can be separated into five genotypes, composed of three major genotypes, PCV2a, PCV2b, and PCV2d, and two low-prevalence genotypes, PCV2c and PCV2e [2]. Porcine circovirus-associated disease (PCVAD) or porcine circovirus disease (PCVD) caused by PCV2 typically affects weaning piglets of 5–12 weeks and is one of the most important porcine infectious diseases causing enormous economic losses to the swine industry worldwide [3–6].

The hallmark lesions of PCVAD/PCVD occur in lymphoid tissues [3]. PCV2-infected lymphoid tissues show atrophic or necrotizing lesions with deletion of lymphocytes, destruction of lymphoid follicles, and infiltration by large histiocytes and multinucleated giant cells [7]. Lesions are present in the lymph nodes (e.g. superficial inguinal, mesenteric, mediastinal, and submandibular lymph nodes), Peyer’s patches, spleen, thymus, liver, kidney, and lung, resulting in immunosuppression in the pigs [8]. However, the mechanism by which PCV2 causes lymphoid depletion has yet to be identified definitively. Lymphoid depletion can be a direct consequence of viral replication or an indirect consequence of infection, for example due to cell apoptosis. Studies show that PCV2 infection can induce B-lymphocyte apoptosis in vivo and spleen lymphocyte apoptosis in vitro [9, 10].

Genetic differences between individual pigs, strains, or breeds have been demonstrated to play an important role in susceptibility/resistance variation in response to PCV2 infection [11–16]. In 2005, Meerts et al. first reported that the nuclear localization of PCV2 antigens varied significantly between pulmonary alveolar macrophages (PAMs) derived from different individual piglets [13]. Subsequent studies by Opriessnig et al. found that Landrace pigs had more severe clinical symptoms or PCV2-associated microscopic lesions than Duroc, Yorkshire, and Pietrain pigs [14, 15]. Under field conditions, different genetic boar lines could affect the expression of postweaning multisystemic wasting syndrome (PMWS) in their offspring [12]. Our previous study also showed that Laiwu (LW) pigs, a Chinese indigenous pig breed from Shandong province, had less severe symptoms and lower levels of viral load than Yorkshire × Landrace (YL) pigs when they were experimentally challenged with PCV2 strain PCV2-SD, which was isolated from suspected PMWS pigs in Shandong province and belonged to genotype PCV2b [11, 16].

In the present study, we first compared the spleen lesions and viral load at 35 days post-infection (dpi) between LW and YL pigs, and then screened the differentially expressed genes (DEGs) in the spleens of PCV2- and mock-infected YL pigs by RNA sequencing (RNA-seq). The results indicated that LW pigs had less lymphocyte apoptosis and viral load than YL pigs, which might be associated with the different expression pattern of the *CXCL13* (*chemokine CXC ligand 13*) gene between LW and YL pigs after PCV2 infection. Subsequently, we analyzed the regulatory elements in the promoter and 3′-untranslated region (3′-UTR) of porcine *CXCL13* and found a single nucleotide polymorphism (SNP) −1014 G (LW) > A (YL) in the promoter region and *Sus scrofa microRNA*-*296*-*5p* (*ssc*-*miR*-*296*-*5p*) that were likely responsible for the different expression patterns of porcine *CXCL13* gene.

## Materials and methods

### Experimental challenge with PCV2 and sample collection

Fifteen 6-week-old (on average) piglets of purebred LW pigs and crossbred YL pigs, which were both antigen and antibody seronegative for porcine circovirus type 1 (PCV1), PCV2, porcine reproductive and respiratory syndrome virus (PRRSV), and porcine parvovirus (PPV), were selected for experimental challenge as described previously [11]. All pigs were raised under the same conditions and randomly assigned into four groups: PCV2-infected LW pigs (LW-i, *n* = 10), PCV2-uninfected LW pigs (LW-u, *n* = 5), PCV2-infected YL pigs (YL-i, *n* = 10), and PCV2-uninfected YL pigs (YL-u, *n* = 5). The PCV2-SD used in this challenge experiment was isolated from suspected PMWS pigs in Shandong province and belongs to the genotype PCV2b [16]. Pigs from LW-i and YL-i groups were intramuscularly infected with 3 mL PCV2-SD solution (10^3.8^ TCID_50_ (50% tissue culture infective dose)/mL). Pigs from LW-u and YL-u groups were challenged with the same volume of phosphate-buffered saline (PBS). The clinical signs were monitored and recorded every day. Serious clinical symptoms associated with PMWS were observed in PCV2-infected YL pigs, but not in PCV2-infected LW pigs [11]. Each pig in this experiment was sacrificed at 35 dpi. Tissue samples were collected and frozen in liquid nitrogen or fixed by immersion in 10% neutral-buffered formalin.

### Hematoxylin–eosin (HE) and terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling (TUNEL) staining

Spleen tissues preserved in formalin were embedded in paraffin and sliced at 5 μm thickness. The pathological changes of splenic tissues were observed by HE staining, and were inspected by light microscopy. DNA damage was detected by TUNEL assay using *TransDetect*^®^ In Situ Fluorescein TUNEL Cell Apoptosis Detection Kit following the manufacturer’s protocol (Trans Gen Biotech, Beijing, China), and was visualized by a Fluorescence Inversion Microscope System (NIKON, Japan).

### Quantification of PCV2 DNA

To determine the viral load in the spleens of PCV2-infected LW and YL pigs, the PCV2 genome was extracted from 1 g spleen tissues of these pigs (*n* = 4 per group) with TIANamp Virus DNA/RNA Kit (Tiangen, Beijing, China). The same samples were also used in the following RT-qPCR analysis. The copy numbers of PCV2 DNA in spleen tissues were quantified by absolute quantitative PCR (qPCR) using the following primers: PCV2-F: 5′-GGGCTCCAGTGCTGTTATTC-3′, PCV2-R: 5′-AAGTAGCGGGAGTGGTAGGA-3′) [17] and the nucleotide sequence of them were completely aligned to ORF2 gene of PCV2-SD. A 129 bp was amplified by PCR and cloned into a pMD-18T vector (TaKaRa, Dalian, China). The resultant pMD-18T-PCV2 plasmid was served as a standard DNA template to optimize the assay conditions. The viral load of PCV2 in porcine spleen was analyzed by qPCR with the following conditions: 95 °C for 30 s, 95 °C for 5 s, 55 °C for 30 s and 72 °C for 12 s for 40 cycles. The baseline adjustment method in the Mx3000p software (Stratagene, La Jolla, CA, USA) was used to determine the Ct value. The PCV2 DNA copies of the samples were measured by a linear formula that is established according to the standard curve using the tenfold serial dilutions of the pMD-18T-PCV2 plasmid. All samples were amplified in triplicate.

### RNA-seq

Total RNA was extracted from six spleen samples (samples selected from three mock-infected YL pigs and three PCV2-infected ones) using TRIzol reagent (Invitrogen, Carlsbad, CA, USA), following the manufacturer’s protocol. RNA integrity was evaluated by agarose gel electrophoresis, and RNA concentration and purity were measured by a BioPhotometer plus (Eppendorf, Hamburg, Germany). Total RNA which satisfied the quality for RNA sequencing was delivered to the Biomarker Technologies Corporation (Beijing, China) for cDNA library construction and sequencing. RNA-seq libraries were constructed by NEBNext^®^ mRNA Library Prep Master Mix Set for Illumina and NEBNext^®^ Multiplex Oligos for Illumina (New England Biolabs, Ipswich, MA, USA), and all the procedures and standards were performed according to the protocols for the Illumina HiSeq 2500.

### Analysis of RNA-seq data

The clean reads that were filtered from the raw reads were mapped to the *Sus scrofa* genome (*Sscrofa* 10.2) from the National Center for Biotechnology Information (NCBI) by Tophat software. The gene expression abundance of the six samples was calculated by FPKM (fragments per kilobase of exon per million fragments mapped) values through Cufflinks software [18].

Pairwise correlation was used to estimate the individual variation in the spleen samples. In mock- or PCV2-infected YL pigs, one sample’s R-squared value (R^2^: square of Pearson correlation coefficient) was different from the other two (ranging from 0.8324 to 0.9029; Additional file 1), therefore, was excluded for further DEG analysis. Two samples with high R^2^ values (ranging from 0.9706 to 0.9862) from mock- and PCV2-infected YL pigs were selected for the assessment of the differential expression of mRNA through DESeq [19]. 

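Some of the genes with the highest FPKM differed several-fold between pigs of the same group. IGF2, a growth factor gene whose model in the table spans 109 bases, had the highest mean and ranged from 24299 FPKM in T5 to 134761 in T6 and 135993 in T4, and CYP3A29, a cytochrome P450 gene with a model of 99 bases, was at 8169 in T3, 10455 in T1 and 68925 in T2, and at 4998 in T6 and 64424 in T4, and was listed at 0 in T5; both were chosen after their values were seen. Over the FPKM of all 22386 annotated genes, the square of Pearson's r across genes was 0.645 for T1 and T2, 0.896 for T1 and T3 and 0.695 for T2 and T3. In the infected group it was 0.462 for T4 and T5, 0.790 for T4 and T6 and 0.634 for T5 and T6. On these values T2 stood lowest among the mock-infected libraries and T5 among the infected ones. On log2(FPKM + 1) the 6 values lay between 0.970 and 0.976, and T2 and T4 stood lowest. Between the groups the values on FPKM lay between 0.512 and 0.914, a range that overlaps that within groups. The paper left out T2 and T4 because their R2 with the other libraries of their group differed, which it puts down to individual variations. Its discussion adds that keeping the libraries of higher R2 served to obtain more DEGs. Genes are not independent replicates, so no p is given for these values.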

The *P* values were adjusted by the Benjamini–Hochberg method [20], and the false discovery rate (FDR) was obtained. Here, an FDR < 0.05 and absolute value of fold change > 1.5 were set as the threshold for the identification of DEGs.

To determine the functional annotation, all the DEGs were sorted by the enrichment of GO categories in DAVID [21]. The KEGG (Kyoto Encyclopedia of Genes and Genomes) database was used for the pathway enrichment analysis of the DEGs [22].

### Reverse transcription-quantitative PCR (RT-qPCR) analysis

Validation of differentially expressed mRNA and predicted microRNA (miRNA) was performed by RT-qPCR. Spleen tissues from 16 pigs (four groups with *n* = 4 per group), including the six samples used in RNA-seq, were used as substrates for the RT-qPCR, which was conducted on an Mx3000p™ instrument (Stratagene).

To measure the expression level of the mRNA, RNA samples were reverse transcribed to cDNA using the PrimeScript™ RT Reagent Kit with gDNA Eraser (TaKaRa) according to the manufacturer’s instructions. RT-qPCR was performed to detect whether or not a difference in expression patterns of the candidate DEGs existed between LW and YL pigs. Primers for the genes were designed by DNAMAN (version 7.0.2; Lynnon Biosoft, San Ramon, USA). *Sus scrofa* hypoxanthine phosphoribosyl transferase 1 (*HPRT1*) was selected as the endogenous control [23]; all the primer sequences are listed in Additional file 2. The reactions contained 1 μL of cDNA, 7.5 µL of 2 × SYBR Premix Ex Taq (TaKaRa), 0.3 µL of each forward and reverse primer (10 µM), 0.3 µL of 50 × Rox Reference Dye II, and 5.6 µL of sterile distilled water. A twofold dilution series of cDNA (from a pool consisting of 16 samples) was implemented to generate standard curves for each assay and determine the amplification efficiency. Samples were amplified in four biological replicates (nested with three technical replicates) as follows: 1 cycle at 95 °C for 30 s; 40 cycles at 95 °C for 5 s, annealing temperature (Additional file 2) for 30 s, and 72 °C for 20 s. Dissociation curves were performed at the end of amplification to ensure single amplicons.

To measure the expression level of the miRNA, cDNA was reverse transcribed from total RNA using a Mir-X™ miRNA First-Strand Synthesis Kit (TaKaRa), following the manufacturer’s instruction manual, and then used for the quantification of the miRNA. 5S rRNA was used as the internal control as shown in Additional file 2 [16]. The reaction system included 0.6 μL of forward primer (10 μM, Additional file 2), 0.6 μL of mRQ 3′ primer (10 μM; TaKaRa), 10 μL of 2 × SYBR Premix Ex Taq II, 0.4 μL of 50 × ROX reference dye II, 1.5 μL of cDNA, and 6.9 μL of sterile distilled H_2_O. The two-step RT-qPCR program was as follows: 95 °C for 30 s; 40 cycles at 95 °C for 5 s, 60 °C for 40 s; followed by dissociation curves for rising the temperature from 62 to 95 °C.

The 2^−ΔΔCt^ method was used to calculate the relative expression levels of each mRNA and miRNA. Each sample was replicated three times.

### Western blotting

Protein from the sixteen samples (four groups with *n* = 4 per group) used in RT-qPCR was extracted from spleens with Cell Lysis Buffer for Western & IP (Beyotime, Shanghai, China) and used for expression analysis by Western blotting. Protein concentration was measured with a BCA kit (Beyotime). A 75 μg aliquot of each protein sample was loaded and then separated in SDS-PAGE 10% gels (Fdbio science, Hangzhou, China), and transferred to polyvinylidene fluoride membranes (Solarbio, Beijing, China). After blocking for 2 h at room temperature in Western Blocking Buffer (Beyotime), the membranes were incubated overnight at 4 °C with rabbit polyclonal antibody against CXCL13 (1:100 dilution; GenScript, Nanjing, China) or mouse anti-GAPDH monoclonal antibody (1:1000 dilution; Beyotime). The membranes were washed with PBS containing 0.05% Tween-20 (PBST) and incubated with horseradish peroxidase (HRP)-conjugated goat anti-rabbit or anti-mouse IgG (1:1000 dilution; Beyotime) at room temperature for 2 h. The resulting signals were visualized using FDbio-Dura ECL solution A and FDbio-Femto ECL solution B (Fdbio Science), collected by Fusion FX system (Vilber Lourmat, Marne-la-Vallée, France), and measured with ImageJ software [24].

### Flow cytometry

To further clarify the correlation between CXCL13 and lymphopenia, mouse splenocytes were used as a model for exploring the function of the CXCL13 protein. Splenocytes were isolated from spleens of 5- to 8-week-old mice of the Kunming breed using a mouse spleen lymphocyte isolation kit (TBD, Tianjin, China), as described in the manufacturer’s protocol. Splenocytes were seeded at a density of 1 × 10^6^ cells per well into a 12 well cell culture plate (Corning, NY, USA) and infected with PCV2 at a multiplicity of infection (MOI) of 0.1 TCID_50_ in two PCV2-infected groups. As PCV2 was propagated in PK15 cell, the control group was treated with equivalent PK15 cell lysate, and incubated at 37 °C with 5% CO_2_ for 1 h. Subsequently, the medium was replaced by RPMI-1640 (Gibco, Grand Island, NY, USA) with 2% fetal bovine serum (FBS; Biological Industries, Kibbutz Beit Haemek, Israel). Murine CXCL13 protein (Pepro Tech, Rocky Hill, NJ, USA) was added in one of PCV2-treated groups at 1 μg/mL, and the other two groups were treated with RPMI-1640 with 2% FBS (without CXCL13 protein); this time point was regarded as 0 hour post-infection (hpi). The apoptosis rate of the splenocytes was measured by flow cytometer (BD Biosciences, Franklin Lakes, NJ, USA) using a FITC Annexin V Apoptosis Detection Kit (BD) at 2, 4, 8, 16, and 24 hpi.

### Construction of various recombinant plasmids

To determine whether *CXCL13* is regulated at the transcriptional or/and post-transcriptional level, various recombinant plasmids were constructed, covering the 5′- and 3′-regulatory region of *CXCL13*. Firstly, for the study of the 5′-regulatory region of *CXCL13*, primers (CXCL13-F1/R1; Additional file 2) were designed to amplify a 3486 bp DNA fragment according to the genomic sequence of the porcine *CXCL13* gene in the NCBI database, containing 3407 bp of the promoter region and 79 bp of the 5′-untranslated region (5′-UTR) of *CXCL13* from LW and YL pigs. The PCR was conducted in a 25 μL volume containing 8.25 μL of H_2_O, 12.5 μL of 2 × PrimeSTAR GC Buffer (Mg^2+^ Plus), 2 μL of dNTP mixture (2.5 mM), 0.5 μL each of the primers (10 μM), 0.25 μL of PrimeSTAR HS DNA Polymerase (5 U/μL; TaKaRa), and 1 μL of porcine genomic DNA, using the following PCR amplification program: 94 °C for 5 min; then 35 cycles of 98 °C for 10 s, 65 °C for 15 s, and 72 °C for 3.5 min; followed by 72 °C for 7 min. PCR products were purified using a Gel Extraction Kit (CWBIO, Beijing, China), and then digested simultaneously by *Xho*I and *Hin*dIII (Thermo Fisher Scientific, Waltham, MA, USA). The products were purified once more, ligated into the pGL3-Basic vector (Promega, Madison, WI, USA), and sequenced. The recombinant plasmids were named pGL3-CXCL13LW and pGL3-CXCL13YL.

Based on the promoter sequence from YL pigs, variable-length DNA fragments were amplified by different forward primers (CXCL13-F2 to CXCL13-F6; Additional file 2) and CXCL13-R to construct serial deletion promoter reporters, which were named pGL3-CXCL13(−2666/+ 79), pGL3-CXCL13(−2205/+ 79), pGL3-CXCL13(−1532/+ 79), pGL3-CXCL13(−1089/+ 79), and pGL3-CXCL13(−589/+ 79), respectively.

The promoter sequences of *CXCL13* from LW and YL pigs were aligned using DNAMAN software to search for SNPs in the pivotal segment. To assess the effect of these on the transcriptional activity of the promoter, pGL3-CXCL13YL plasmid was used as a template to design primers (Additional file 2) for site-directed mutagenesis. In other words, individually, the SNPs in the promoter of YL pigs were mutated into those of LW pigs at the same site. PCR amplification was executed in a 25 μL volume, including 2 μL of dNTP mixture (2.5 mM), 0.5 μL of each forward and reverse primer (10 μM), 5 μL of 5× PrimeSTAR GXL Buffer (Mg^2+^ plus), 0.5 μL of PrimeSTAR GXL (1.25 U/μL; TaKaRa), 20 ng of pGL3-CXCL13YL plasmid, with the volume made up with H_2_O. The PCR program was as follows: 94 °C for 5 min; 18 cycles of 98 °C for 10 s, annealing temperature (Additional file 2) for 15 s, and 72 °C for 8.5 min; followed by 72 °C for 10 min. The products were treated with 1 μL *Dpn*I (Thermo Fisher Scientific), then reproduced in DH5α (Tiangen), and sequenced. The constructs obtained were named as pGL3-(−3065T), pGL3-(−2991G), pGL3-(−2473G), pGL3-(−1757C), pGL3-(−1014G), pGL3-(−712T), pGL3-(−604C), and pGL3-(−474G).

Secondly, to investigate whether or not *CXCL13* was regulated at the post-transcriptional level, RegRNA 2.0 online software [25] was used to predict that *ssc*-*miR*-*296*-*5p* probably targets the 3′-UTR of *CXCL13*. A recombinant firefly luciferase reporter vector with the *CXCL13* 3′-UTR was constructed. Gene-specific primers (3′UTR-F/R; Additional file 2) with the restriction site for *Xba*I introduced to the 5′ end were designed according to the wild-type 3′-UTR of the *CXCL13* mRNA sequence. The full-length sequence of the 3′-UTR was amplified by PCR, followed by purification. The purified products of the 3′-UTR and pGL3-Promoter vector (Promega) were digested by restriction enzyme *Xba*I (Thermo Fisher Scientific) and then purified again for the following ligation. The recombinant plasmid was sequenced and named 3′UTR-wt. Primers for site-directed mutagenesis (3′UTR-mut-F/R; Additional file 2) were designed according to the sequence of 3′UTR-wt, and the *ssc*-*miR*-*296*-*5p* target-site in *CXCL13* 3′-UTR was mutated using PrimeSTAR GXL (TaKaRa) and *Dpn*I (Thermo Fisher Scientific). The plasmid obtained was named 3′UTR-mut.

### Cell culture, transfection, and virus infection

PK15 cells were seeded at a density of 1 × 10^5^ cells per well in a 24-well plate and cultured in Dulbecco’s Modified Eagle Medium (DMEM; Gibco) with 10% FBS at 37 °C with 5% CO_2_.

To study the changes of transcriptional activity of CXCL13 promoter reporters in PK15 cells with or without PCV2 infection, 750 ng reporter construct (pGL3-CXCL13LW, pGL3-CXCL13YL, pGL3-CXCL13(−2666/+ 79), pGL3-CXCL13(−2205/+ 79), pGL3-CXCL13(−1532/+ 79), pGL3-CXCL13(−1089/+ 79), pGL3-CXCL13(−589/+ 79), pGL3-(−3065T), pGL3-(−2991G), pGL3-(−2473G), pGL3-(−1757C), pGL3-(−1014G), pGL3-(−712T), pGL3-(−604C), and pGL3-(−474G)) or pGL3-Basic, and 18.75 ng pGL4.74 vector (as an internal reference) were used to co-transfect cells using Lipofectamine^®^ LTX and Plus™ Reagent (Invitrogen), following the manufacturer’s protocol. They were assigned to three groups: non-treated, PCV2-infected, and PCV2-uninfected groups. The supernatant of non-treated groups was replaced by DMEM with 10% FBS at 6 h after transient transfection. PCV2-infected groups were inoculated with PCV2 at an MOI of 0.1 TCID_50_ and PCV2-uninfected groups were inoculated with equivalent cell lysate of PK15 at 6 h after transient transfection. The supernatant of these groups was replaced by DMEM with 2% FBS after an hour of incubation.

To evaluate the interaction between *CXCL13* and *ssc*-*miR*-*296*-*5p*, PK15 cells were co-transfected with 750 ng reporter construct (pGL3-Promoter, 3′UTR-wt, or 3′UTR-mut), and 18.75 ng pGL4.74 vector, and synthetic *ssc*-*miR*-*296*-*5p* inhibitor or inhibitor negative control at a final oligonucleotide concentration of 800 nM. The supernatant was replaced by DMEM with 10% FBS at 6 h after transient transfection.

### Luciferase reporter assay

PK15 cells transfected with different plasmids were collected at scheduled times for luciferase assays using the Dual-Luciferase Reporter Assay System, according to the manufacturer’s instruction manual (Promega). A Modulus single-tube multimode reader (Turner BioSystems, CA, USA) was used to analyze the relative luciferase expression values.

### Polymorphism analysis

The genotyping of polymorphic loci was performed in Duroc, Landrace, Yorkshire, LW, and DPL pigs. The DNA segment that covered the SNP was amplified in a 25 μL volume by PCR, containing 12.5 μL of 2 × Taq Master Mix (Novoprotein, Shanghai, China), 0.5 μL of each forward and reverse primer (10 μM; −1014SNP-F/R; Additional file 2), 1 μL of genomic DNA, and 10.5 μL of H_2_O. The PCR program was as follows: 94 °C for 1.5 min; 35 cycles of 98 °C for 20 s, 54 °C for 20 s, and 72 °C for 1 min 12 s; followed by 72 °C for 5 min. The PCR products were sent to BioSune (Jinan, China) for sequencing to determine the genotype of each individual.

### Statistical analysis

All the data in this study are presented as the mean ± standard error (SE). The differences among the groups were evaluated by one-way ANOVA and Duncan’s test using SPSS software version 17.0 (SPSS Inc., Chicago, IL, USA), and considered statistically significant at *P* < 0.05.

## Results

### Different pathological manifestations in spleen tissues of PCV2-infected YL and LW pigs

In YL pigs, which are more susceptible to PCV2 infection, overt lymphocyte depletion was observed in HE-stained histopathological slides of spleens from PCV2-infected YL pigs compared with mock-infected ones (Figures 1C and D), while in LW pigs, the number of lymphocytes was only slightly decreased after PCV2 infection (Figures 1A and B). TUNEL staining also revealed an apparent increase in the number of apoptotic lymphocytes in PCV2-infected YL pigs compared to controls (Figures 2C and D), while there were no obvious changes in LW pigs (Figures 2A and B).

**Figure 1:**
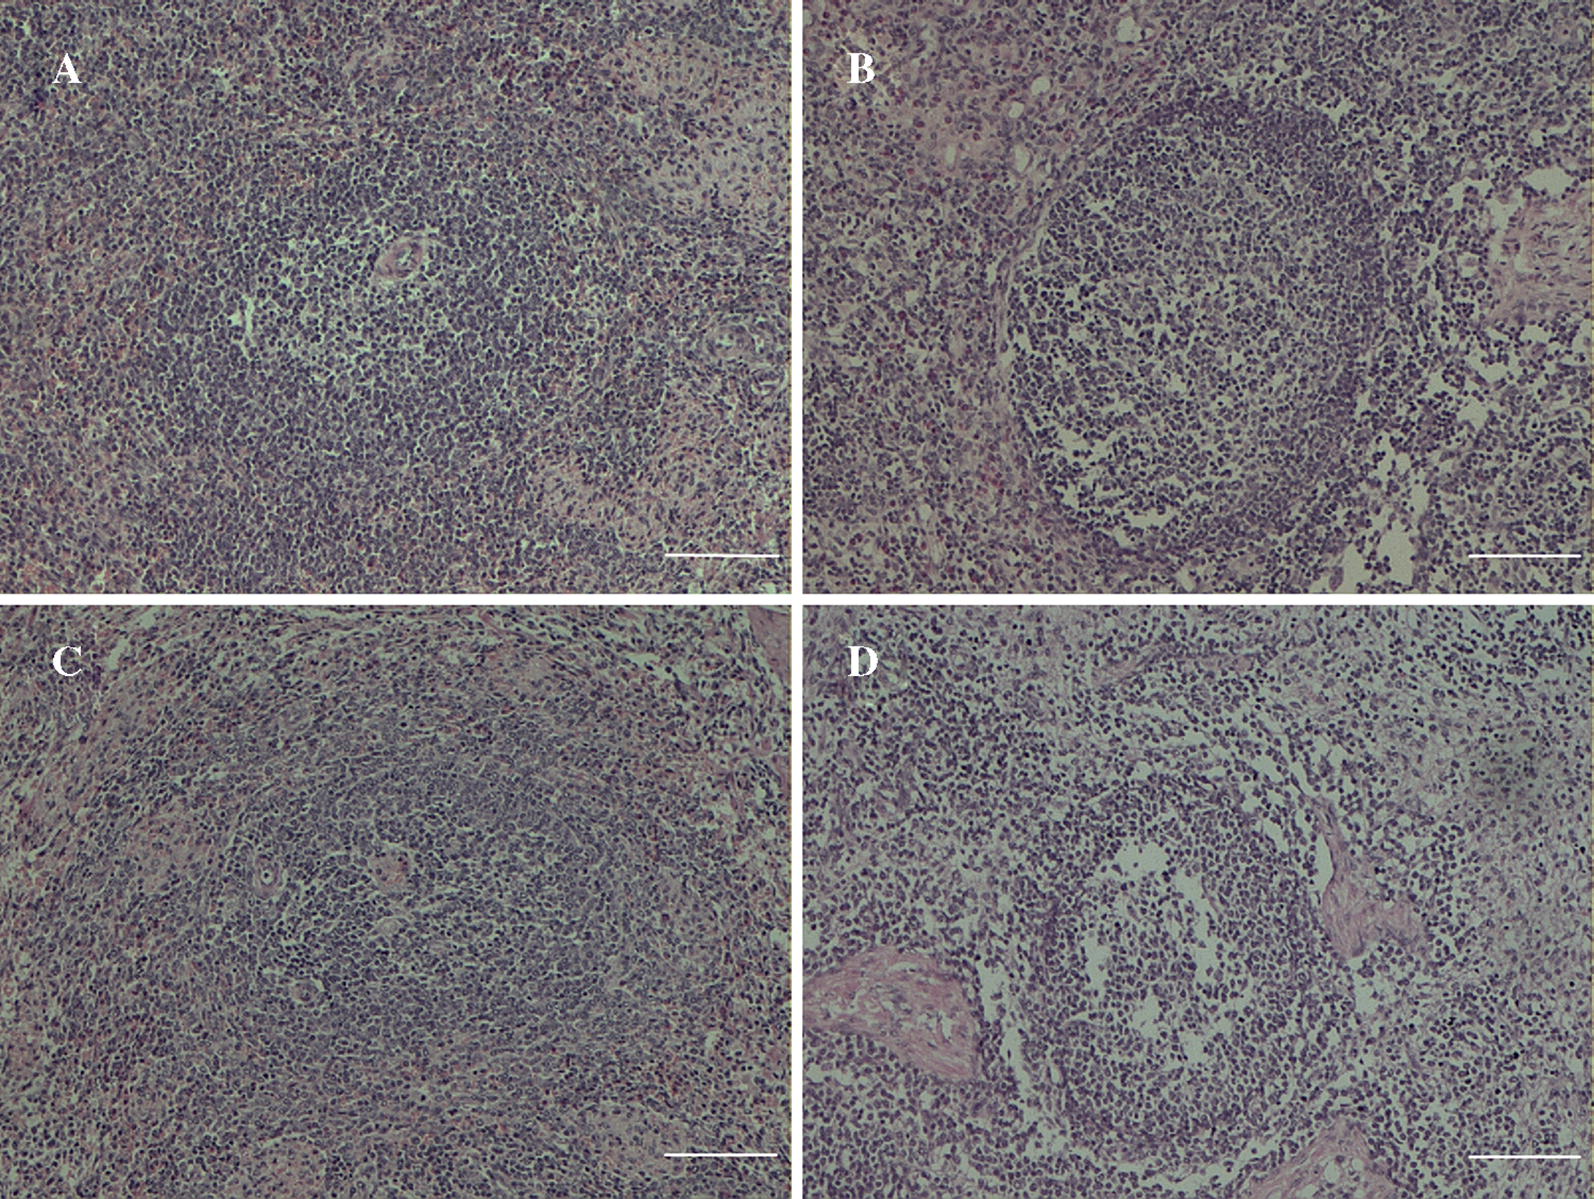
**Pathological changes in the spleen tissue of LW and YL pigs.** Tissue slices were stained by HE; the white bar indicates 100 μm. **A** Mock-infected LW pigs; **B** PCV2-infected LW pigs; **C** mock-infected YL pigs; **D** PCV2-infected YL pigs.

**Figure 2:**
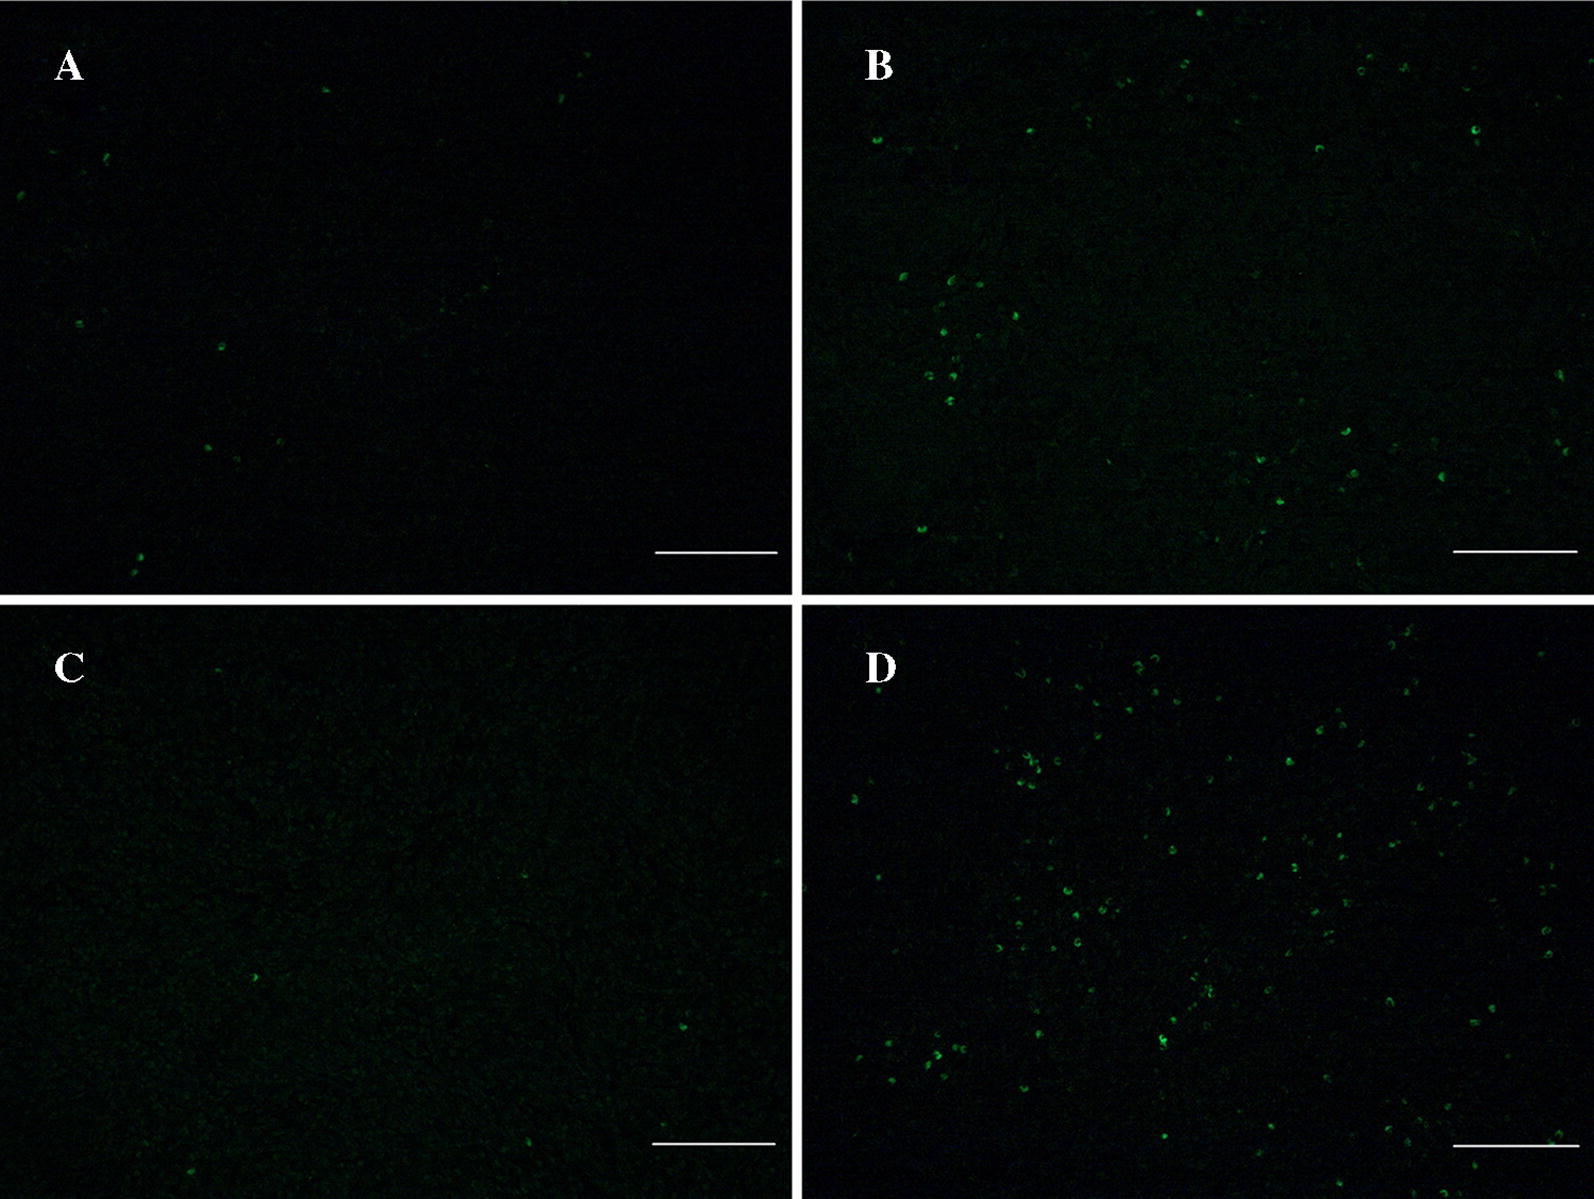
**Apoptotic cells in the spleen tissue of LW and YL pigs analyzed by TUNEL staining.** The white bar indicates 100 μm. **A** Mock-infected LW pigs; **B** PCV2-infected LW pigs; **C** mock-infected YL pigs; **D** PCV2-infected YL pigs.

### Quantification of PCV2 DNA in spleen tissues

The PCV2 DNA copies in porcine spleen tissues were calculated with the obtained linear formula (Ct = −3.242 × log (copy number) + 38.544) through the standard curve. As shown in Figure 3, the mean copy number of PCV2 genomic DNA in spleen tissues from PCV2-infected YL pigs was approximately 100 times higher than that from PCV2-infected LW pigs (*P* < 0.001).

**Figure 3:**
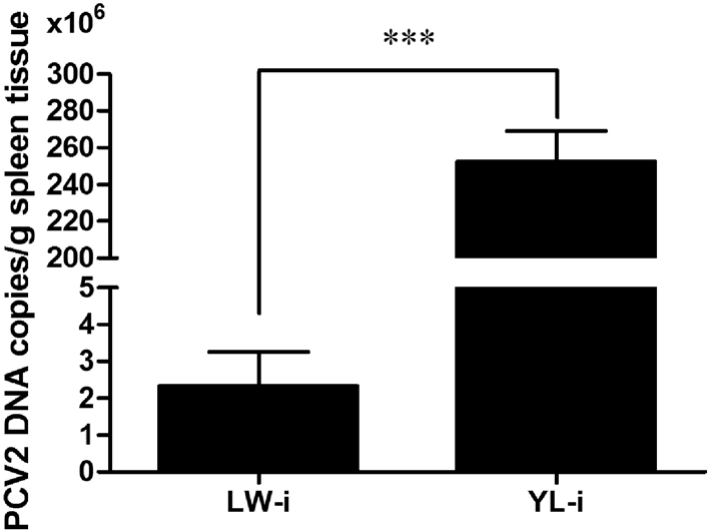
**PCV2 genomic DNA copies in spleen tissues of PCV2-infected LW and YL pigs.** The PCV2 genomic DNA copies in spleen were measured through absolute qPCR. Multiplying the value on the Y-axis by 10^6^ indicates the copy number of PCV2 genomic DNA in 1 g of spleen tissue. Data are represented as the mean value ± SE of three experiments. ***Indicates significance at the *P* value threshold level of 0.001.

### Overview of RNA-seq on the spleen tissues of YL pigs

RNA-seq on six spleen tissue samples from YL pigs generated 141 674 557 paired-end reads. 

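Spleen RNA was sequenced from 6 YL pigs killed 35 days post-infection, 3 mock-infected (libraries T1, T2 and T3) and 3 PCV2-infected (libraries T4, T5 and T6). The authors mapped the reads to the pig genome Sscrofa 10.2 with TopHat and used Cufflinks to calculate the FPKM of each gene in each library, that is, the fragments of a gene scaled to the length of its transcript and to the mapped fragments of the library. The values analysed here are those FPKM as deposited. Additional file 3 gives 25641513 to 29680913 mapped reads (median 27008306) for the mock-infected libraries and 24638990 to 28143488 (median 27212167) for the infected ones. Its clean reads sum to 212632358 and its mapped reads to 162325377 over the 6 libraries, beside the 141674557 paired-end reads of the text, and the sources used here do not say which total the FPKM were scaled by. Counts per gene were not used here, so that no counting error can be given for a value.

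The table held 22386 annotated genes and 1644 new genes, loci assembled outside the annotation. An FPKM of at least 1 in at least 2 of the 6 libraries was reached by 13346 annotated and 1383 new genes, and these were tested with limma on log2(FPKM + 1), with a variance trend and Benjamini-Hochberg adjustment. A gene passed at an adjusted p under 0.05 and a fold change over 1.5, the thresholds of the study, and counts at an unadjusted p under 0.05 are limited to fold changes over 1.5 as well. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with few FPKM. The study compared T1 and T3 with T5 and T6, so each result is given for these 4 libraries and then for all 6. An exact permutation test of a single gene cannot give a p under 0.1 with 3 pigs against 3, or under 0.333 with 2 against 2.

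Housekeeping genes show what a value of 0 can stand for in this table. RPL36AL, a ribosomal protein gene with a model of 1 exon, was listed at 0 in T3 and at 52.7 FPKM in T1, 58.1 in T2, 67.3 in T4, 61.7 in T5 and 95.7 in T6; it was chosen after its values were seen. Genes at 0 are therefore described only as listed at 0. Models shorter than 200 bases held 14.6% of all FPKM in T5, 20.0% in T3, 23.0% in T1, 28.2% in T6, 34.1% in T2 and 35.5% in T4. EIF1AY, a Y-linked gene, was at 31.4 FPKM in T1, 33.5 in T2, 33.2 in T4 and 25.3 in T6, and at 0.071 in T3 and 0.149 in T5, so that each group of the study's comparison held 1 library with high and 1 with low EIF1AY.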

The sequencing quality represented by Q30 percentage was higher than 90%. After filtering low-quality reads, 76.01–76.73% clean reads were mapped to the pig reference genome, of which 94.4–94.71% were uniquely mapped and 48.71–51.99% were perfectly matched (Additional file 3). The sequenced reads were submitted to the NCBI Gene Expression Omnibus (GEO) database under accession number [GSE112152] [26].

### Functional annotation and classification of DEGs obtained from spleen tissues of YL pigs

Ninety DEGs were identified in spleen tissues between mock- and PCV2-infected YL pigs, of which 57 were significantly up-regulated and 33 were significantly down-regulated according to the criteria of fold change > 1.5 and FDR < 0.05. 

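PDK4, a kinase that limits glucose oxidation by inhibiting pyruvate dehydrogenase, rose in the PCV2-infected pigs over all 6 libraries, and CD207 (langerin), a C-type lectin of Langerhans cells and some dendritic cells, fell in the 4 libraries of the study. CD207, on an unplaced scaffold of Sscrofa 10.2 from 12707 to 18665, was at 40.6 ± 0.27 FPKM (SD, n = 2) in T1 and T3 and at 2.21 ± 0.00070 (SD, n = 2) in T5 and T6, a log2 fold change of −3.69 (standard error 0.17, adjusted p = 0.00602 from limma). T2, which the study did not use, had 4.69 FPKM and T4, the other library left out, had 3.82. Over all 6 libraries CD207 was at 28.6 ± 20.7 (SD, n = 3) in mock-infected and 2.75 ± 0.93 (SD, n = 3) in infected pigs, with a log2 fold change of −2.54 (standard error 0.70, adjusted p = 0.712 from limma). PDK4, on chromosome 9 from 82625081 to 82638321, was at 5.03 ± 0.70 FPKM (SD, n = 3) in the mock-infected and 19.1 ± 0.44 (SD, n = 3) in the infected pigs, a log2 fold change of 1.74 (standard error 0.14, adjusted p = 0.0184 from limma). Over the 4 libraries its log2 fold change was also 1.74 (standard error 0.20, adjusted p = 0.136 from limma), with 4.83 FPKM in T2 and 18.7 in T4.

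Of the 13346 annotated genes, limma placed 0 higher and 1 lower past the threshold over the 4 libraries, and 1 higher (PDK4) and 0 lower over all 6. Of the 10 splits of the 6 libraries into 3 and 3, counted after the result was seen, 5 gave as many calls as the real one or more, at most 2. The count of 1 therefore cannot be told from an arbitrary grouping. A term for EIF1AY over the 4 libraries, chosen after the values were seen and leaving 1 residual degree of freedom, gave 178 higher and 65 lower. It gave 0 over all 6, and a term for T1 and T5 against T3 and T6 gave 0 over the 4 libraries. At an unadjusted p under 0.05 with a fold change over 1.5, 569 genes were higher and 241 lower over the 4 libraries, and 240 were higher and 80 lower over all 6. The share of higher genes among these was 70.2% for the 4 libraries, 59.2% after median-of-ratios scaling and 51.9% after quantile normalization, and for all 6 it was 75.0%, against 63.3% after quantile normalization. Over all 6 libraries the real split gave 320 genes at this unadjusted threshold, and the other splits into 3 and 3 gave 127 to 315. The number alone therefore hardly sets infection apart from an arbitrary grouping. With robust eBayes 3 genes were higher (TRIL, P2RY13 and TSPAN11) and 2 lower (CD207 and LOC100625759) over the 4 libraries, of which P2RY13, TSPAN11 and LOC100625759 were chosen after their values were seen. Each of the 3 infected pigs lay above each mock-infected pig in 1024 genes (7.67%) and below in 684 (5.13%), together 12.8% where chance gives 10% on average over splits. Genes move together, so a single split can lie well off 10%, and the other splits were not counted for this share.

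CD207 missed the threshold of limma without any 1 of the 4 libraries, which leaves 1 library in a group, though its log2 fold change stayed between −3.70 and −3.69. It also missed the threshold without the filter on low values (adjusted p = 0.45 from limma). With a term for T1 and T5 against T3 and T6, chosen after the values were seen, its adjusted p from limma was 0.193. Over the alternatives fixed in advance its adjusted p lay between 0.00119 and 0.45. PDK4 missed the threshold over the 6 libraries without any 1 of them (adjusted p from limma 0.057 without T1, 0.0798 without T2, 0.0638 without T3, 0.0602 without T4, 0.113 without T5 and 0.246 without T6). Its log2 fold change in these fits stayed between 1.68 and 1.84. It also missed the threshold without the filter (adjusted p = 0.0563 from limma) and with a term for EIF1AY, chosen after the values were seen (0.0582). Over the alternatives fixed in advance its adjusted p ranged from 0.0118 to 0.246.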

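Interferon-stimulated genes, which hinder viral replication, rose as a group in the spleens of PCV2-infected YL pigs, and so did chemokine receptors, which guide leukocytes through the spleen, while heat-shock chaperones, cell cycle genes, germinal centre markers, endoplasmic reticulum and secretory genes and cytosolic ribosomal protein genes fell as groups. None of these calls held with an estimated correlation between genes (adjusted p of 0.527 over the 4 libraries and of 0.382 or more over all 6), and for secretory and ribosomal protein genes T4 lay among the mock-infected libraries. The test was limma's camera with a preset correlation of 0.01, over 32 lists written before the data were examined, some of them on pathways and genes that the paper names; its DEG table had been read by then. Of its 32 lists, 16 passed over the 4 libraries (9 higher and 7 lower) and 12 over all 6 (5 higher and 7 lower), 11 of them in both, and with an estimated correlation 0 passed in either set. That setting also leaves camera few degrees of freedom with so few libraries, so a lost call cannot be put down to correlation alone. Over the 4 libraries PPAR and fatty acid oxidation genes had an estimated correlation of −0.013, under the preset one. Their unadjusted p from camera still went from 0.0277 to 0.134. The 4 libraries are among the 6, so the 11 lists were not found in separate pigs. Other splits of the 6 libraries into 3 and 3, counted after the result was seen, passed 7 to 16 lists, a range that holds the 12.

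Of 37 interferon-stimulated genes, 34 were higher over the 4 libraries (median log2 fold change 0.40, adjusted p = 1.54e-07 from camera, adjusted p = 0.527 with an estimated correlation) and 35 over all 6 (median 0.49, adjusted p = 2.17e-15, adjusted p = 0.539 with an estimated correlation). By limma 0 of them passed the threshold over all genes in either set, 11 and 14 were higher at an unadjusted p under 0.05, and 6 and 11 were higher when adjusted over the list alone; OAS1, OAS2, MX2 and RSAD2 among them are DEGs of the study, so the list is not independent evidence. DHX58, an RNA sensor of the RIG-I family, was at 11.4 ± 0.88 FPKM (SD, n = 3) in mock-infected and 23.5 ± 6.24 (SD, n = 3) in infected pigs. In 18 of the 37 genes each infected pig lay above each mock-infected pig, and T4, which the study left out, had the highest list median of the 6 libraries, 0.71, against 0.22 in T6, −0.02 in T5, −0.18 in T2, −0.31 in T3 and −0.35 in T1.

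Of 17 chemokine receptors, 14 were higher and 3 lower in both sets (median 0.42, adjusted p = 0.00394 from camera over the 4 libraries, and median 0.31, adjusted p = 0.0064 over all 6; adjusted p = 0.527 and 0.582 with an estimated correlation). CXCR2, the neutrophil receptor for interleukin-8, was at 35.3 ± 3.36 FPKM (SD, n = 2) in T1 and T3 and 61.4 ± 1.55 (SD, n = 2) in T5 and T6, but 39.7 in T2 and 36.2 in T4, and CCR7, which brings lymphocytes into T cell zones, lay above each mock-infected pig in each infected one (32.4 ± 3.98 against 41.0 ± 2.27, SD, n = 3 each). By limma 0 receptors passed over all genes, 5 and 2 were higher at an unadjusted p under 0.05, and 2 and 0 were higher when adjusted over the list alone; CCR1 among them is a DEG of the study. Without T6 the list missed the threshold of camera in both sets (adjusted p = 0.131 over the 4 libraries and 0.149 over all 6, within ranges over the alternatives from 0.000753 to 0.527 and from 0.00112 to 0.582). Neutrophil markers, whose list shares CXCR2 with the receptors, rose over the 4 libraries as well, 9 of 9 being higher (median 0.50, adjusted p = 0.00178 from camera, 0.527 with an estimated correlation). They did not over all 6 (6 of 9 higher, adjusted p = 0.362 from camera). Their list medians were −0.39 in T1, 0.69 in T2, −0.42 in T3, 0.03 in T4, −0.26 in T5 and 0.46 in T6, and the call over the 4 libraries was lost without T6. In limma's test 0 of the 9 passed over all genes, 4 and 0 were higher at an unadjusted p under 0.05, and 1 and 0 when adjusted over the list alone.

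Of 26 heat-shock chaperones, 22 were lower over the 4 libraries (median −0.33, adjusted p = 9.85e-09 from camera, 0.527 with an estimated correlation) and 24 over all 6 (median −0.26, adjusted p = 3.1e-10, 0.382 with an estimated correlation). CACYBP, a partner of the HSP90 system, was at 104 ± 15.2 FPKM (SD, n = 3) in mock-infected and 65.8 ± 10.8 (SD, n = 3) in infected pigs, and HSPE1, the mitochondrial chaperonin HSP10, at 412 ± 25.9 and 282 ± 71.4. Of 22 cell cycle genes, 20 were lower over the 4 libraries (median −0.33, adjusted p = 1.26e-09 from camera, 0.527 with an estimated correlation) and 21 over all 6 (median −0.23, adjusted p = 5.33e-09, 0.539 with an estimated correlation). AURKA, a mitotic kinase, was at 19.1 ± 1.47 FPKM (SD, n = 3) and 13.9 ± 1.39 (SD, n = 3), and CDK1, which drives entry into mitosis, at 33.9 ± 2.66 and 25.8 ± 8.60, with 35.6 in T4. By limma 0 genes of either list passed over all genes; 6 chaperones and 5 cell cycle genes were lower at an unadjusted p under 0.05 over the 4 libraries, against 1 and 0 over all 6, and 6 chaperones and 0 cell cycle genes were lower when adjusted over the list alone over the 4 libraries, against 0 and 0 over all 6. HSPH1, PTGES3 and CACYBP among the chaperones are DEGs of the study, so that list is not independent evidence.

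Of 11 germinal centre markers, 7 were lower over the 4 libraries (median −0.31, adjusted p = 0.0257 from camera, 0.527 with an estimated correlation) and 9 over all 6 (median −0.24, adjusted p = 0.000239, 0.506 with an estimated correlation). MYBL1, a transcription factor of germinal centre B cells, was at 4.51 ± 0.62 FPKM (SD, n = 3) in mock-infected and 2.45 ± 0.64 (SD, n = 3) in infected pigs, each infected pig lying below each mock-infected pig. By limma 0 of the 11 passed over all genes, 1 and 3 were lower at an unadjusted p under 0.05, and 0 and 2 were lower when adjusted over the list alone. For this list over the 4 libraries camera gave an adjusted p of 0.354 without T3, 0.0955 without T5, 0.0531 without the filter and 0.081 with a mean FPKM of at least 5, within a range from 0.00195 to 0.527 over the alternatives. Its list medians were −0.04 in T1, 0.10 in T2, 0.23 in T3, −0.27 in T4, −0.05 in T5 and 0.07 in T6, so that T6 lay above T1.

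Of 28 endoplasmic reticulum and secretory genes, 25 were lower over the 4 libraries (median −0.38, adjusted p = 2.87e-12 from camera, 0.527 with an estimated correlation) and 26 over all 6 (median −0.21, adjusted p = 1.35e-06, 0.582 with an estimated correlation). SEC61G, a subunit of the protein channel of the endoplasmic reticulum, was at 245 ± 31.9 FPKM (SD, n = 2) in T1 and T3 and 98.7 ± 16.5 (SD, n = 2) in T5 and T6, but at 134 in T2 and 248 in T4. Of 62 cytosolic ribosomal protein genes, 59 were lower over the 4 libraries (median −0.35, adjusted p = 8.17e-16 from camera, 0.527 with an estimated correlation) and 53 over all 6 (median −0.17, adjusted p = 2.92e-06, 0.71 with an estimated correlation; 0.0511 from camera without T6, within a range from 3.31e-15 to 0.71 over the alternatives). RPL36A was at 56.3 ± 0.76 FPKM (SD, n = 2) in T1 and T3 and 29.9 ± 0.47 (SD, n = 2) in T5 and T6, with 45.4 in T2 and 58.6 in T4. By limma 0 genes of either list passed over all genes; 6 and 3 were lower at an unadjusted p under 0.05 over the 4 libraries, against 0 and 0 over all 6, and 4 and 1 were lower when adjusted over the list alone, against 0 and 0. Plasma cell markers, which share genes with the secretory list, fell as well: 11 of 14 were lower in both sets (median −0.41, adjusted p = 1.22e-05 from camera over the 4 libraries, 0.527 with an estimated correlation, and median −0.18, adjusted p = 0.0186 over all 6, 0.582 with an estimated correlation). For these markers over all 6 libraries camera gave an adjusted p of 0.396 without T1, 0.162 without T5 and 0.0505 after quantile normalization, within a range from 9.64e-05 to 0.657. In limma's test 0 of the 14 passed over all genes, 5 and 0 were lower at an unadjusted p under 0.05 and 5 and 0 when adjusted over the list alone; IGJ among them and SPCS1 among the secretory genes are DEGs of the study. TNFRSF17, the plasma cell receptor BCMA, was at 70.1 ± 2.15 FPKM (SD, n = 2) in T1 and T3 and 45.6 ± 0.78 (SD, n = 2) in T5 and T6, but at 41.2 in T2 and 68.4 in T4.

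For secretory and ribosomal protein genes the infected library T4 lay among the mock-infected ones, with a list median of 0.10 for secretory genes (0.40 in T1, −0.09 in T2, 0.10 in T3, −0.22 in T5 and −0.15 in T6) and of 0.19 for ribosomal protein genes (0.03 in T1, −0.00 in T2, 0.19 in T3, −0.16 in T5 and −0.28 in T6).

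Additional file 5, of which 89 of the 90 DEGs were read here, named 87 genes found in the table. Of the 85 with any difference over the 4 libraries, 79 had the paper's direction and 65 of them a fold change over 1.5; the study chose them on these libraries, so this is not independent evidence. In T2 and T4, which it did not use, T4 against T2 had the paper's direction in 49 and the opposite in 33 of the 82 genes that differed, where no change gives 41, and 5 were equal. Models of 1 exon made up 18 of the 55 up-regulated and 3 of the 32 down-regulated DEGs found. They made up 2646 of all 22386 annotated genes, but only 529 of the 13346 genes tested, a set without some of the DEGs found. As a class the 1-exon models tested were higher in T5 and T6 than in T1 and T3 (median log2 fold change 0.226, against 0.061 for models of more exons).

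**Figure D1:**
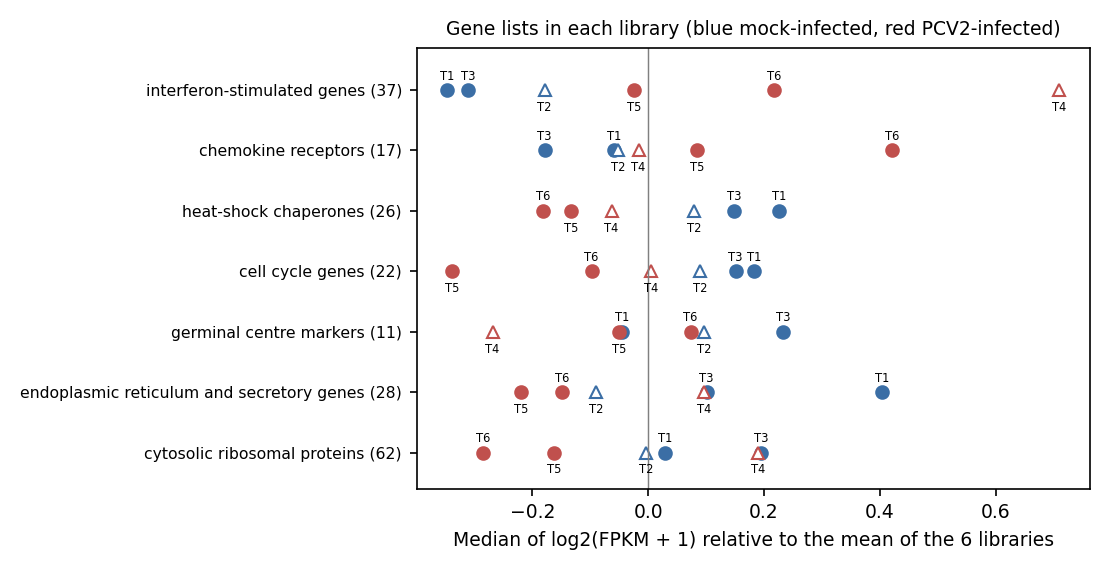
Median over the genes of each list of log2(FPKM + 1) relative to the mean of the 6 libraries, in each library. Blue marks are mock-infected and red marks PCV2-infected YL pigs, circles the libraries of the study's comparison and triangles T2 and T4; the number of genes tested stands in brackets. The 3 infected pigs lie to the right of the 3 mock-infected pigs for interferon-stimulated genes and to the left for heat-shock chaperones and cell cycle genes.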

The expression profiles of DEGs between mock- and PCV2-infected YL pigs were then visualized as a heat-map (Additional file 4), and the information from this analysis is detailed in Additional file 5. The classification and biological functions of the DEGs were predicted using online software DAVID and KEGG. Functional annotation analysis using DAVID showed that 11 DEGs, comprising *OAS1*, *OAS2*, *RYR2*, *GJA5*, *ADRB3*, *ADRA2C*, *CD207*, *RSAD2*, *MX2*, *CXCL13*, and *CCR1*, were significantly enriched in two molecular function gene ontology (GO) terms and five biological process GO terms (Table 1). 

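OAS1, RSAD2, MX2 and CCR1 of these terms were higher in each infected pig than in each mock-infected pig, and CD207 was lower in each. OAS1, whose product makes the 2',5'-oligoadenylates that activate RNase L, lies on chromosome 14 of Sscrofa 10.2 from 41260591 to 41268918 and was at 22.7 ± 2.25 FPKM (SD, n = 2) in T1 and T3 and 58.7 ± 13.9 (SD, n = 2) in T5 and T6. With T2 (31.5) and T4 (131), it was at 25.7 ± 5.31 (SD, n = 3) and 83.0 ± 43.1 (SD, n = 3). RSAD2 (viperin, listed as IRG6), an interferon-induced inhibitor of virus replication on chromosome 3 from 137666371 to 137683595, was at 10.6 ± 0.18 and 22.0 ± 3.21 FPKM (SD, n = 2 each) over the 4 libraries, with 15.6 in T2 and 58.6 in T4. MX2, a dynamin-like antiviral GTPase on chromosome 13 from 215025842 to 215060265, was at 37.1 ± 2.08 and 81.9 ± 23.4 FPKM (SD, n = 2 each), with 39.8 in T2 and 121 in T4. CCR1, a receptor for inflammatory chemokines of myeloid cells with a model of 1 exon on chromosome 13 from 32325133 to 32326197, was at 8.14 ± 0.71 and 22.1 ± 5.35 FPKM (SD, n = 2 each), with 14.5 in T2 and 17.9 in T4.

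Their log2 fold changes over the 4 libraries were 1.31 for OAS1 (standard error 0.21, adjusted p = 0.268 from limma), 0.98 for RSAD2 (0.18, adjusted p = 0.334), 1.09 for MX2 (0.22, adjusted p = 0.334) and 1.32 for CCR1 (0.22, adjusted p = 0.282). Over all 6 libraries limma gave 1.55 for OAS1 (standard error 0.33, adjusted p = 0.632), 1.27 for RSAD2 (0.37, adjusted p = 0.712), 1.26 for MX2 (0.21, adjusted p = 0.318) and 0.98 for CCR1 (0.24, adjusted p = 0.712).

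The genes of heart muscle and adrenergic signalling in these terms had few FPKM. GJA5, a gap junction protein with a model of 1 exon on chromosome 4 from 109701567 to 109702643, was at 0.369 FPKM in T1 and 0.0030 in T2, was listed at 0 in T3, and was at 1.67 in T4, 2.51 in T5 and 3.51 in T6. ADRB3, the beta-3 adrenergic receptor on chromosome 15 from 55482168 to 55484072, was at 0.965 FPKM in T1, listed at 0 in T2, and at 0.292 in T3, 1.42 in T4, 4.00 in T5 and 4.85 in T6. ADRA2C, the alpha-2C adrenergic receptor with a model of 1 exon on chromosome 8 from 2048702 to 2050084, was at 0.264 FPKM in T1 and 0.0067 in T3, and at 1.93 in T5 and 2.82 in T6, but at 1.85 in T2 and 0.0001 in T4. RYR2, a calcium channel of the sarcoplasmic reticulum on chromosome 14 from 57571490 to 58002783, was at 1.25 ± 0.10 FPKM (SD, n = 2) in T1 and T3 and 2.57 ± 0.25 (SD, n = 2) in T5 and T6, with 1.86 in T2 and 1.35 in T4.

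From limma, the log2 fold changes over the 4 libraries were 1.76 for GJA5 (standard error 0.29, adjusted p = 0.282), 1.76 for ADRB3 (0.29, adjusted p = 0.282), 1.57 for ADRA2C (0.28, adjusted p = 0.334) and 0.66 for RYR2 (0.23, adjusted p = 0.456). Over all 6 they were 1.65 for GJA5 (standard error 0.26, adjusted p = 0.295 from limma), 1.60 for ADRB3 (0.38, adjusted p = 0.712), 0.54 for ADRA2C (0.56, adjusted p = 0.837) and 0.35 for RYR2 (0.24, adjusted p = 0.774). None of these 8 genes passed limma's threshold in either set; at an unadjusted p under 0.05 with a fold change over 1.5 each was higher over the 4 libraries, and ADRA2C and RYR2, whose groups overlap with T2 and T4, did not reach that over all 6. With a term for EIF1AY over the 4 libraries, chosen after the values were seen and leaving 1 residual degree of freedom, OAS1, RSAD2, MX2, CCR1, GJA5, ADRB3 and ADRA2C passed; 0 of the 8 did with a term for the other pairing or with the EIF1AY term over all 6.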

Another 12 DEGs, comprising *PDK4*, *KLF11*, *HGF*, *PTGES3*, *MAP3K11*, *XDH*, *CYCS*, *ACTC1*, *HSPH1*, *JCHAIN*, *TRIL*, and *SOCS5*, were enriched in GO terms related to viral reproduction, cell proliferation or apoptosis, and immune system process, although these terms did not reach significant levels (Additional file 6). 

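KLF11, a Krüppel-like transcription factor, and TRIL, an accessory protein of Toll-like receptor signalling, were higher in each infected pig than in each mock-infected pig, and PTGES3, the HSP90 co-chaperone p23, was lower in each. KLF11, on an unplaced scaffold from 40706 to 48009 of Sscrofa 10.2, was at 2.97 ± 0.39 FPKM (SD, n = 3) in mock-infected and 9.35 ± 1.44 (SD, n = 3) in infected pigs, with 3.38 in T2 and 9.45 in T4. TRIL, with a model of 1 exon on chromosome 18 from 48131854 to 48134283, was at 0.251 FPKM in T1 and 2.33 in T2, was listed at 0 in T3, and was at 3.13 in T4, 6.46 in T5 and 10.0 in T6. PTGES3, on chromosome 5 from 23675104 to 23696132, was at 111 ± 12.4 FPKM (SD, n = 3) in mock-infected and 75.3 ± 15.7 (SD, n = 3) in infected pigs, with 98.6 in T2 and 87.6 in T4. The log2 fold changes over the 4 libraries were 1.44 for KLF11 (standard error 0.23, adjusted p = 0.268 from limma), 3.02 for TRIL (0.29, adjusted p = 0.103) and −0.76 for PTGES3 (0.20, adjusted p = 0.387), and limma gave 1.38 (0.17, adjusted p = 0.158), 2.12 (0.50, adjusted p = 0.712) and −0.56 (0.17, adjusted p = 0.712) over all 6. With robust eBayes TRIL passed over the 4 libraries (adjusted p = 0.0336 from limma, in a range from 0.0336 to 0.516 over the alternatives fixed in advance). PDK4, KLF11, TRIL, IGJ and SOCS5 passed over the 4 libraries with a term for EIF1AY, chosen after the values were seen, and not with a term for the other pairing.

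In IGJ, HSPH1, HGF, MAP3K11 and SOCS5 the groups overlapped over all 6 libraries, and in HGF over the 4 as well. IGJ, the file's name for JCHAIN, which encodes the joining chain of secreted IgM and IgA, lies on chromosome 8 from 71334044 to 71357172 and was at 8287 FPKM in T1, 4880 in T2, 6564 in T3, 6822 in T4, 3562 in T5 and 4115 in T6. HSPH1, the chaperone HSP105 on chromosome 11 from 7585519 to 7587259, was at 189 ± 35.6 FPKM (SD, n = 2) in T1 and T3 and 130 ± 44.3 (SD, n = 2) in T5 and T6, with 140 in T2 and 135 in T4; these are values of a model of 930 bases, and a second model, of 3066 bases, was at 52.5 in T1, 33.4 in T2, 42.4 in T3, 31.6 in T4, 27.9 in T5 and 31.3 in T6, lower in each infected pig than in each mock-infected pig. HGF, a growth factor for epithelial cells on chromosome 9 from 108766011 to 108841663, was at 8.91 ± 2.51 and 6.57 ± 1.67 FPKM (SD, n = 2 each), with 8.36 in T2 and 7.36 in T4. MAP3K11, a kinase upstream of JNK on an unplaced scaffold from 27539 to 37919, was at 24.8 ± 1.65 and 32.1 ± 1.70 FPKM (SD, n = 2 each), with 23.3 in T2 and 24.1 in T4. SOCS5, a suppressor of cytokine signalling on chromosome 3 from 99870853 to 99873840, was at 1.60 ± 1.52 and 5.81 ± 0.27 FPKM (SD, n = 2 each), with 4.76 in T2 and 4.33 in T4. Over the 4 libraries limma gave log2 fold changes of −0.95 for IGJ (adjusted p = 0.379), −0.57 for HSPH1 (adjusted p = 0.505), −0.38 for HGF (adjusted p = 0.615), 0.36 for MAP3K11 (adjusted p = 0.486) and 1.53 for SOCS5 (adjusted p = 0.401). Over all 6 they were −0.47, −0.40, −0.31, 0.25 and 0.98, with adjusted p between 0.712 and 0.769 from limma.

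Among genes of cell death, 17 of 29 pro-apoptotic genes were higher and 12 lower over the 4 libraries (median log2 fold change 0.06, adjusted p = 0.729 from camera, which gave the direction as lower), and 16 were higher and 13 lower over all 6 (median 0.04, adjusted p = 0.905, also with the direction lower). Of 12 anti-apoptotic genes, 9 were lower over the 4 libraries (median −0.10, adjusted p = 0.0547 from camera) and 8 over all 6 (median −0.04, adjusted p = 0.283). By limma 0 genes of either list passed, over all genes, at an unadjusted p under 0.05 with a fold change over 1.5 or when adjusted over the list alone.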

KEGG analysis showed that the DEGs were chiefly enriched in malaria, the adipocytokine signaling pathway, the PPAR signaling pathway, and glycine, serine, and threonine metabolism (Additional file 7).

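Genes of PPAR signalling and fatty acid oxidation rose as a group over all 6 libraries, and genes of adipocytokine signalling did so in both sets of libraries. Neither call held with an estimated correlation between genes (adjusted p = 0.506 for PPAR genes over all 6, and 0.527 and 0.582 for adipocytokine genes), a setting that also leaves camera few degrees of freedom. CPT1A, which commits fatty acids to mitochondrial oxidation and belongs to both lists, was at 27.4 ± 3.03 FPKM (SD, n = 3) in mock-infected and 53.9 ± 5.01 (SD, n = 3) in infected pigs, with 23.9 in T2 and 48.4 in T4, a log2 fold change of 0.93 over the 4 libraries (standard error 0.14, adjusted p = 0.268 from limma) and 0.95 over all 6 (0.13, adjusted p = 0.171). ANGPTL4, a secreted inhibitor of lipoprotein lipase, was at 15.6 ± 0.93 and 27.5 ± 3.89 FPKM (SD, n = 3 each), with 14.6 in T2 and 26.5 in T4. Each infected pig lay above each mock-infected pig for both. Of the 25 PPAR and fatty acid oxidation genes tested, 19 were higher and 6 lower in both sets, with a median of 0.12 in each. Camera gave an adjusted p of 0.0521 over the 4 libraries and 0.00291 over all 6, and 0.527 and 0.506 with an estimated correlation. After quantile normalization the list passed over the 4 libraries as well (adjusted p = 0.0249 from camera). By limma 0 passed over all genes with the 4 libraries, where 3 were higher at an unadjusted p under 0.05, and PDK4 alone passed with all 6; 3 were higher in each set when adjusted over the list alone.

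Of 25 adipocytokine signalling genes, 24 were higher over the 4 libraries (median 0.14, adjusted p = 0.0387 from camera, adjusted p = 0.527 with an estimated correlation) and 20 over all 6 (median 0.14, adjusted p = 0.0122, adjusted p = 0.582 with an estimated correlation). CAMKK1, a kinase upstream of AMPK, was at 20.1 ± 0.20 FPKM (SD, n = 3) in mock-infected and 31.7 ± 5.13 (SD, n = 3) in infected pigs, with 19.9 in T2 and 27.7 in T4, each infected pig above each mock-infected one. By limma 0 of the 25 passed over all genes, 2 were higher at an unadjusted p under 0.05 in each set, and 1 over the 4 libraries and 2 over all 6 were higher when adjusted over the list alone. Camera's adjusted p for this list was 0.17 without T3, 0.36 without T6, 0.0603 without a trend in eBayes and 0.085 with an EIF1AY term over the 4 libraries, and 0.194 without T6 and 0.0778 with array weights over all 6, within ranges over the alternatives from 0.00777 to 0.527 and from 0.00489 to 0.582.

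Genes of glycine, serine and threonine metabolism went both ways. PSAT1, an enzyme of serine synthesis, was at 10.5 ± 0.87 FPKM (SD, n = 3) in mock-infected and 4.33 ± 0.58 (SD, n = 3) in infected pigs, with 11.5 in T2 and 3.91 in T4, each infected pig below each mock-infected one (log2 fold change −0.998 over the 4 libraries, adjusted p = 0.334 from limma, and −1.12 over all 6, adjusted p = 0.171). SDS, which breaks serine down, was at 18.4 ± 1.48 FPKM (SD, n = 2) in T1 and T3 and 46.4 ± 1.67 (SD, n = 2) in T5 and T6, but at 75.6 in T2 and 42.8 in T4 (log2 fold change 1.29 over the 4 libraries, adjusted p = 0.15 from limma, and 0.59 over all 6, adjusted p = 0.793). Of 14 genes of the list, 6 were higher and 8 lower over the 4 libraries (adjusted p = 0.729 from camera) and 5 were higher and 9 lower over all 6 (median −0.12, adjusted p = 0.0991). With T5 left out of the 6 libraries the list passed as lower (adjusted p = 0.0214 from camera). The median over the 4 libraries was −0.0035 and the mean 0.0108, and camera gave the direction as lower. By limma 0 of the 14 passed over all genes; at an unadjusted p under 0.05, 1 was higher and 2 lower over the 4 libraries and 1 was lower over all 6, and when adjusted over the list alone 1 was higher and 1 lower, against 1 lower.

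Of 40 malaria pathway genes, 25 were higher and 15 lower in both sets (median 0.19, adjusted p = 0.103 from camera over the 4 libraries, and median 0.11, adjusted p = 0.243 over all 6). After quantile normalization the list passed over the 4 libraries (adjusted p = 0.0317 from camera). LRP1, a scavenger receptor for lipoproteins, was at 9.25 ± 2.40 FPKM (SD, n = 2) in T1 and T3 and 19.8 ± 2.85 (SD, n = 2) in T5 and T6, with 10.5 in T2 and 9.16 in T4, and CCL2, a monocyte chemoattractant, was at 81.7 ± 4.48 FPKM (SD, n = 3) in mock-infected and 112 ± 12.0 (SD, n = 3) in infected pigs, with 86.7 in T2 and 103 in T4. Among the 40, limma passed 0 over all genes in either set or when adjusted over the list alone, and 2 over the 4 libraries and 0 over all 6 were higher at an unadjusted p under 0.05. PDK4, CPT1A, DBI, CAMKK1, PSAT1, SDS, HGF and LRP1 in these lists are DEGs of the study, so the lists are not independent evidence. With a term for EIF1AY over the 4 libraries, chosen after the values were seen, limma passed PDK4, CPT1A, PSAT1, SDS and LRP1 of these, and with a term for the other pairing none of these.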

**Table 1:** **Information about the significantly enriched GO terms**

GO ID	GO term	FDR^a^	Genes
GO:0001730	2′–5′-oligoadenylate synthetase activity	0.010373	*OAS1, OAS2*
GO:0098904	Regulation of AV node cell action potential	0.006089	*RYR2, GJA5*
GO:0098910	Regulation of atrial cardiac muscle cell action potential	0.012327	*RYR2, GJA5*
GO:0051379	Epinephrine binding	0.025933	*ADRB3, ADRA2C*
GO:0051607	Defense response to virus	0.031570	*CD207, RSAD2, OAS1, OAS2, MX2*
GO:0007267	Cell–cell signaling	0.039087	*ADRB3, CXCL13, CCR1, ADRA2C*
GO:0086005	Ventricular cardiac muscle cell action potential	0.036724	*RYR2, GJA5*

^a^FDR: false discovery rate.

### Validation of twelve DEGs related to cell proliferation or apoptosis in LW and YL pigs

The expression pattern of 12 DEGs that are related to cell proliferation or apoptosis was validated by RT-qPCR (Figure 4A and Table 2). Both RNA-seq and RT-qPCR revealed that *OAS2*, *CYCS*, *CXCL13*, *ACTC1* and *XDH* were significantly up- or down-regulated in response to PCV2 infection in YL pigs (*P* < 0.05). 

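CXCL13, the chemokine that draws CXCR5-bearing B cells into follicles, and XDH, the xanthine dehydrogenase of purine breakdown, were lower in each infected pig than in each mock-infected pig, and OAS2, a 2',5'-oligoadenylate synthetase, was higher in each. CXCL13 lies on chromosome 8 of Sscrofa 10.2 from 77268262 to 77274317. It was at 303 ± 40.3 FPKM (SD, n = 2) in T1 and T3 and 155 ± 9.50 (SD, n = 2) in T5 and T6, a log2 fold change of −0.96 (standard error 0.16, adjusted p = 0.288 from limma). With T2 (244) and T4 (206), which the study did not use, it was at 283 ± 44.4 (SD, n = 3) and 172 ± 30.4 (SD, n = 3), a log2 fold change of −0.72 (standard error 0.17, adjusted p = 0.712 from limma). OAS2, on chromosome 14 from 41196210 to 41208984 beside OAS1, was at 36.6 ± 1.44 and 72.2 ± 14.2 FPKM (SD, n = 2 each) over the 4 libraries and, with T2 (49.2) and T4 (94.5), at 40.8 ± 7.35 and 79.6 ± 16.3 (SD, n = 3 each). XDH, on chromosome 3 from 114732140 to 114797118, was at 1.37 ± 0.11 and 0.222 ± 0.190 FPKM (SD, n = 2 each) over the 4 libraries and, with T2 (0.572) and T4 (0.0916), at 1.10 ± 0.46 and 0.179 ± 0.154 (SD, n = 3 each).

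CYCS, which encodes cytochrome c of the respiratory chain and of apoptosome assembly, lies on chromosome 18 from 52035815 to 52039569. It was at 158.9 FPKM in T1, 137.0 in T2, 122.1 in T3, 121.9 in T4, 104.9 in T5 and 119.9 in T6, lower in each infected pig than in each mock-infected pig, with T3 and T4 close together. ACTC1, the cardiac alpha-actin on chromosome 1 from 152412363 to 152417607, was at 24.3 ± 3.87 FPKM (SD, n = 2) in T1 and T3 and 11.0 ± 1.75 (SD, n = 2) in T5 and T6, but at 8.45 in T2 and 24.3 in T4, so that its groups overlapped over all 6 libraries. Over the 4 libraries limma gave log2 fold changes of 0.95 for OAS2 (standard error 0.18, adjusted p = 0.334), −0.96 for XDH (0.27, adjusted p = 0.402), −0.31 for CYCS (0.18, adjusted p = 0.56) and −1.08 for ACTC1 (0.20, adjusted p = 0.334). Over all 6 it gave 0.94 (standard error 0.19, adjusted p = 0.598), −0.82 (0.25, adjusted p = 0.712), −0.26 (0.13, adjusted p = 0.719) and −0.24 (0.44, adjusted p = 0.911). The log2 fold change of ACTC1 over all 6 libraries turned to 0.07 without T1 and 0.01 without T6.

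Of the 12 genes of Table 2, 12 had the paper's direction over the 4 libraries and 12 over all 6; the study chose them on 4 of these libraries, so this is not independent evidence. By limma 0 of them passed the threshold in either set. A term for EIF1AY, chosen after the values were seen and leaving 1 residual degree of freedom, passed 8 of the 12 over the 4 libraries and 0 over all 6, and a term for the other pairing of the 4 libraries passed 0. Without T1 or T6, 11 of 12 had the paper's direction over the remaining 5 libraries. From its RNA-seq and RT-qPCR values the paper states that these 5 genes changed significantly on infection, and it chose CXCL13 for further study because that gene met its criteria for DEGs and differed between infected LW and YL pigs in both mRNA and protein. From an assay in murine splenocytes the paper concludes that CXCL13 protein suppresses apoptosis of infected lymphocytes, and it speculates that less CXCL13 in susceptible pigs leads to more lymphocyte depletion.

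**Figure D2:**
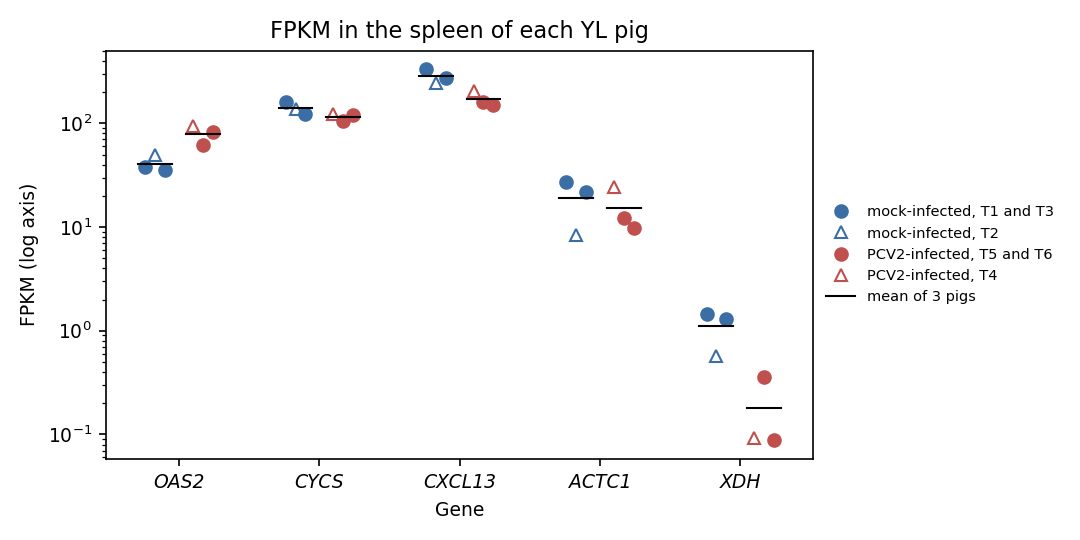
FPKM of 5 genes in the spleen of each YL pig, on a log axis. Blue marks are mock-infected and red marks PCV2-infected pigs, circles the libraries of the study's comparison, triangles T2 and T4, and the bar is the mean of 3 pigs. CXCL13 lies between 244 and 331 FPKM in mock-infected and between 148 and 206 in infected pigs, and ACTC1 of T2 and T4 lies on the other group's side.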

The other genes, except *SOCS5*, all displayed a consistent, but not significant, change in YL pigs. However, the expression level of all the above DEGs showed no significant difference between PCV2-infected and mock-infected LW pigs. Furthermore, the protein expression of CXCL13 was detected by Western blotting, and the result showed a decrease in CXCL13 protein in the spleen tissues of YL pigs (*P* < 0.05) but not in LW pigs after PCV2 challenge (Figure 4B).

**Figure 4:**
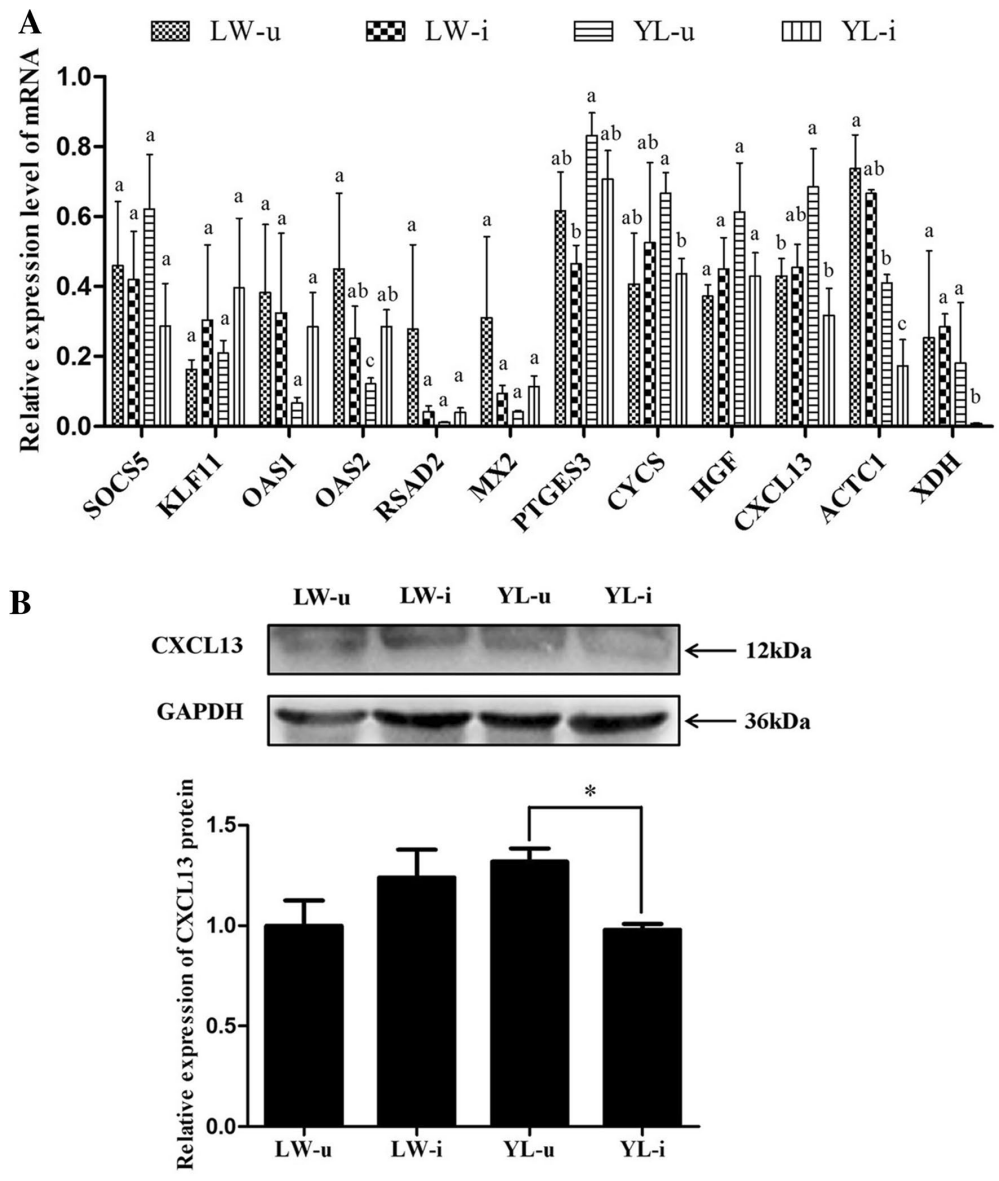
**Twelve DEGs validated by RT-qPCR and expression changes of CXCL13 protein in porcine spleens after PCV2 infection. A** Twelve candidate genes validated by RT-qPCR in LW and YL pigs. The *HPRT1* gene was used as an internal control. Data are represented as the mean value ± SE of three experiments. Different lowercase letters indicate significance at the *P* value threshold level of 0.05. **B** Expression changes of CXCL13 protein in porcine spleens after PCV2 infection. The *GAPDH* gene was used as an internal control. LW-u, mock-infected LW pigs; LW-i, PCV2-infected LW pigs; YL-u, mock-infected YL pigs; YL-i, PCV2-infected YL pigs. Data are represented as the mean value ± SE of three experiments. *Indicates significance at the *P* value threshold level of 0.05.

**Table 2:** **Detailed information of the twelve DEGs selected from the results of RNA-seq**

Gene	Description	FDR	Fold change^a^
SOCS5	Suppressor of cytokine signaling 5	0.00548433	3.72083089
KLF11	Kruppel like factor 11	0.00052139	3.39527881
OAS1	2′–5′-oligoadenylate synthetase 1	0.03365008	2.51892472
OAS2	2′–5′-oligoadenylate synthetase 2	0.03414863	2.34579177
RSAD2	Radical S-adenosyl methionine domain containing 2	0.00179287	1.92045179
MX2	Myxovirus resistance protein 2	0.02527284	1.81462201
PTGES3	Prostaglandin E synthase 3	0.02953347	−1.65501931
CYCS	Cytochrome c, somatic	0.04789901	−1.65870931
HGF	Hepatocyte growth factor	0.02886981	−1.76664727
CXCL13	C–X–C motif chemokine ligand 13	0.00019681	−1.95065761
ACTC1	Actin, alpha, cardiac muscle 1	0.00103903	−2.27412576
XDH	Xanthine dehydrogenase	0.00013513	−6.35848339

^a^Fold change: PCV2-infected group/mock-infected group.

### CXCL13 can suppress lymphocyte apoptosis during PCV2 infection

To determine whether the CXCL13 protein affects PCV2-induced apoptosis of spleen lymphocytes, the apoptotic rate of PCV2-infected murine splenocytes in the presence or absence of murine CXCL13 protein was measured using the annexin V and propidium iodide (PI) double-staining method by flow cytometry at 2, 4, 8, 16, and 24 hpi, and splenocytes treated with equivalent PK15 cell lysate served as a negative control. As demonstrated in Figure 5, the apoptotic rate induced by PCV2 alone was significantly lower than that of the negative control at 2 and 4 hpi (*P* < 0.001 and *P* < 0.05), whereas it was significantly higher than the negative control at 8, 16, and 24 hpi (*P* < 0.05, *P* < 0.001, and *P* < 0.001), suggesting that PCV2 may activate endogenous antiapoptotic processes during the early stage of infection, but stimulate splenocytes apoptosis during the late stage of infection. However, when the PCV2-infected splenocytes were co-treated with CXCL13 protein, the apoptotic rate significantly declined compared with that of splenocytes infected with PCV2 alone at 2 and 16 hpi (*P* < 0.05 and *P* < 0.001). At other time points, the apoptotic rate of PCV2 and CXCL13 co-treated splenocytes was also lower than that of splenocytes infected with PCV2 alone, but not significantly (*P* > 0.05). These results indicate that the CXCL13 protein plays an important role in suppressing lymphocyte apoptosis during PCV2 infection. We suppose that the decline of CXCL13 expression in YL pigs after PCV2 infection is the cause of lymphocyte depletion and subsequently analyzed the regulatory mechanism of CXCL13 in pigs.

**Figure 5:**
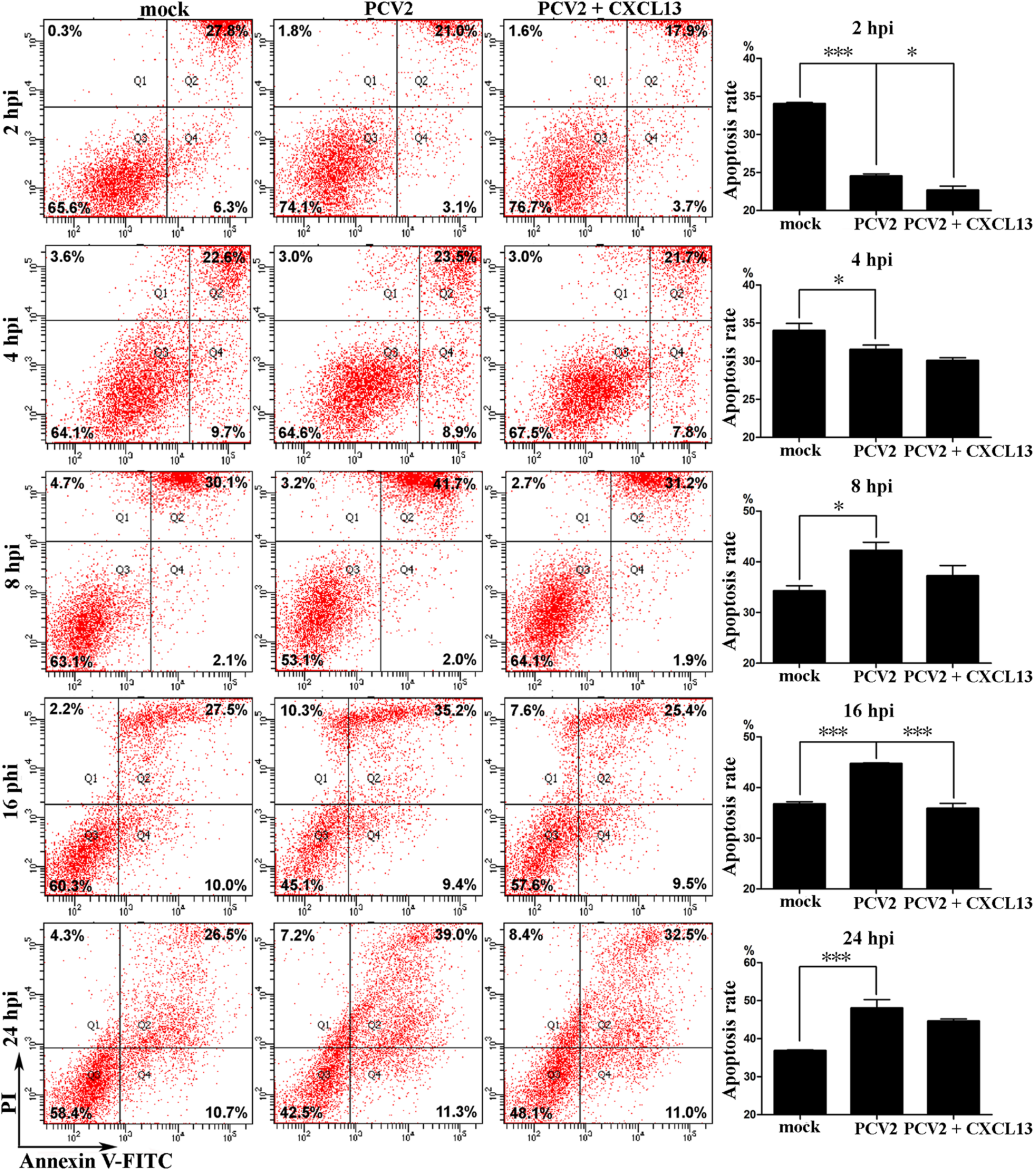
**CXCL13 can suppress the apoptosis of murine splenocytes during PCV2 infection.** Splenocytes were freshly isolated from murine spleen and treated with PCV2 at an MOI of 0.1 TCID_50_ alone or along with CXCL13 (1 μg/mL). The cells were analyzed by flow cytometry for PI (*y* axis) and FITC-conjugated annexin V (*x* axis) at 2, 4, 8, 16, and 24 hpi after treatment. The total percentages of PI^−^ annexin V^+^ cells (Q4) and PI^+^ annexin V^+^ cells (Q2) indicate the apoptosis rate. The nine scatter plots shown on the left are from a single experiment, which was representative of three separately performed experiments. The bar graphs shown on the right indicate mean value ± SE of three experiments. * and *** indicate significance at the *P* value threshold levels of 0.05 and 0.001, respectively.

### PCV2 infection can enhance the transcriptional activity of the *CXCL13* promoter cloned from LW pigs but not YL pigs

To verify whether the polymorphism in the porcine *CXCL13* promoter affects its transcription level, a 3486 bp fragment spanning the 5′-flanking region of *CXCL13* (from −3407 to +79) was cloned from LW and YL pigs and used in a luciferase assay. As shown in Figure 6A, in the absence of PCV2, the promoter fragment of YL pigs (pGL3-CXCL13YL) showed significantly higher transcriptional activity than that of LW pigs (pGL3-CXCL13LW, *P* < 0.05). This in vitro result corresponds well to the in vivo result mentioned above (Figure 4A), in which the mRNA expression of *CXCL13* in the spleen tissue of mock-infected YL pigs is significantly higher than that of mock-infected LW pigs. After PCV2 infection, the activity of pGL3-CXCL13LW increased significantly from 12 to 36 hpi (*P* < 0.001 and *P* < 0.05) compared with that in mock-infected controls (Figure 6B); however, the activity of pGL3-CXCL13YL was similar to that of the mock-infected controls, and even lower at 36 and 48 hpi (Figure 6C). These results indicated that, compared with YL pigs, the nucleotide differences in the *CXCL13* promoter of LW pigs may enhance its transcriptional activity in response to PCV2 infection by altering the interaction between the *cis*-acting elements and the corresponding transcription factors.

**Figure 6:**
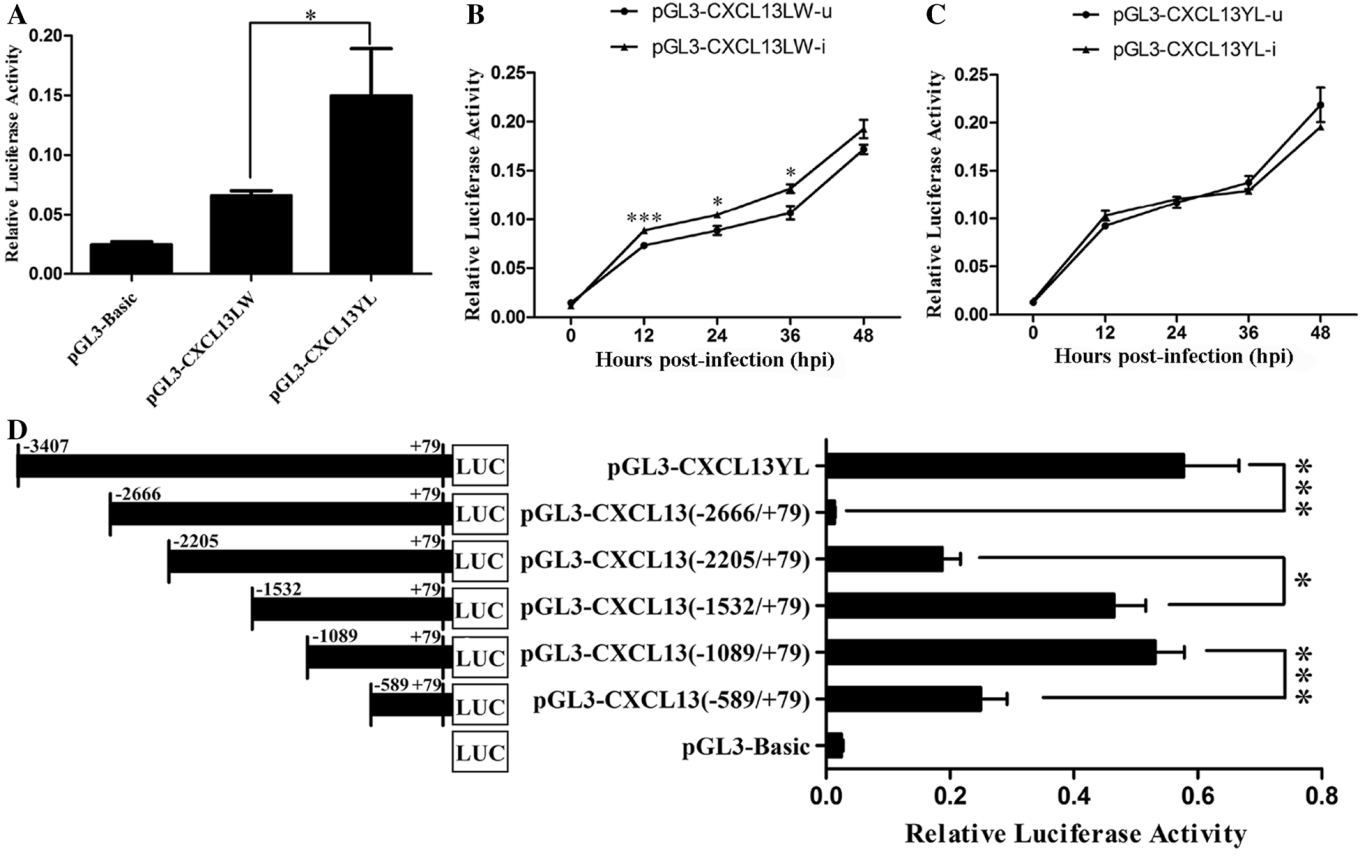
**Transcriptional activity of the** ***CXCL13*** **promoter cloned from LW and YL pigs. A** Luciferase activities of pGL3-CXCL13LW and pGL3-CXCL13YL in PK15 cells at 24 h post-transfection. Luciferase activities of pGL3-CXCL13LW (**B**) or pGL3-CXCL13YL (**C**) in PK15 cells with and without PCV2 infection. PCV2-infected groups (pGL3-CXCL13LW-i and pGL3-CXCL13YL-i) were inoculated with PCV2 at an MOI of 0.1 TCID_50_ and PCV2-uninfected groups (pGL3-CXCL13LW-u and pGL3-CXCL13YL-u) were treated with equivalent PK15 cell lysate at 6 h post-transfection. Luciferase activity was detected at 0, 12, 24, 36, and 48 hpi. **D** Detailed delineation of the promoter regions of the porcine *CXCL13* gene by 5′ deletion analysis. The left panel shows a schematic diagram for firefly luciferase reporter constructs containing the indicated genomic sequences upstream of *CXCL13*. The right panel shows the luciferase activity of the corresponding deletion construct. At least three separate experiments were performed with each plasmid DNA preparation. Data are represented as the mean value ± SE of three experiments. * and *** indicate significance at the *P* value threshold levels of 0.05 and 0.001, respectively.

### Polymorphisms in the promoter region of porcine *CXCL13*

Critical promoter regions that regulate the transcriptional activity of the porcine *CXCL13* gene were identified by a luciferase assay of serial 5′ deletion constructs. Deletions from −3407 bp to −2666 bp, −1089 bp to −589 bp, and −2205 bp to −1532 bp caused a pronounced reduction or increase in the luciferase activity, suggesting the existence of potential positive or negative transcription regulatory elements in these fragments (Figure 6D). Eight SNPs were found in these regions by alignment of sequences from LW and YL pigs: −3065 T (LW) > C (YL), −2991 G (LW) > A (YL), −2473 G (LW) > A (YL), −1757 C (LW) > G (YL), −1014 G (LW) > A (YL), −712 T (LW) > C (YL), −604 C (LW) > T (YL), and −474 G (LW) > A (YL) (Figure 7A).

**Figure 7:**
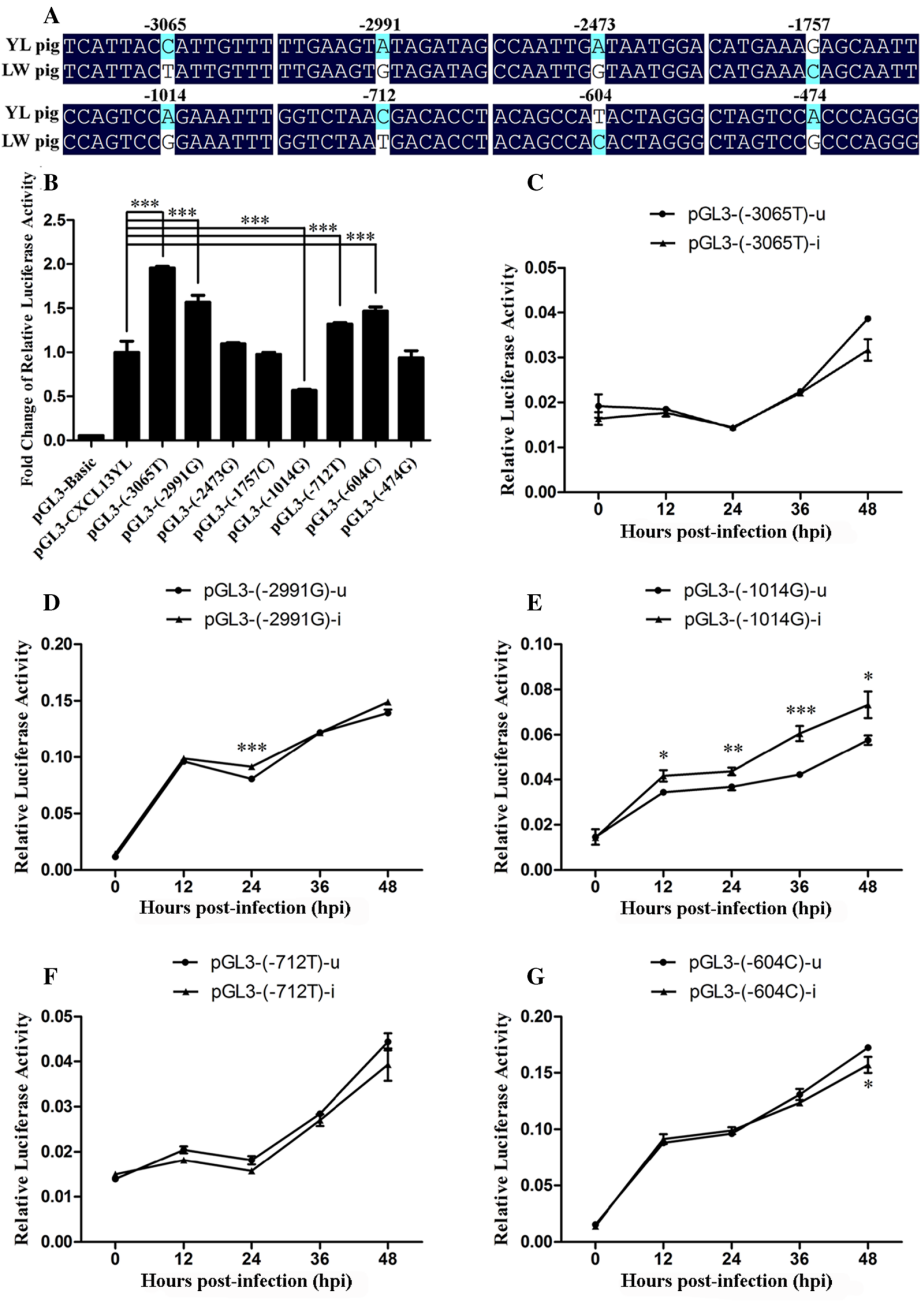
**Effect of each SNP on the transcriptional activity of the** ***CXCL13*** **promoter. A** Eight SNPs discovered in the critical promoter region of porcine *CXCL13*. **B** Luciferase activities of pGL3-CXCL13YL and site-directed mutants of pGL3-CXCL13YL in PK15 cells at 48 h post-transfection. **C**–**G** Luciferase activities of each site-directed mutant of pGL3-CXCL13YL in PK15 cells with and without PCV2 infection. PCV2-infected groups (pGL3-(−3065T)-i, pGL3-(−2991G)-i, pGL3-(−1014G)-i, pGL3-(−712T)-i, and pGL3-(−604C)-i) were inoculated with PCV2 at an MOI of 0.1 TCID_50_, and PCV2-uninfected groups (pGL3-(−3065T)-u, pGL3-(−2991G)-u, pGL3-(−1014G)-u, pGL3-(−712T)-u, and pGL3-(−604C)-u) were treated with equivalent PK15 cell lysate at 6 h post-transfection. Luciferase activity was detected at 0, 12, 24, 36, and 48 hpi. Each bar represents the mean value ± SE of three experiments. *, **, and *** indicate significance at the *P* value threshold levels of 0.05, 0.01, and 0.001, respectively.

### Effect of the −1014 G (LW) > A (YL) site on transcriptional activity of the *CXCL13* promoter

To evaluate the effect of the SNPs on the promoter activity of *CXCL13*, the nucleotide at each SNP site in pGL3-CXCL13YL was mutated into the corresponding nucleotide in pGL3-CXCL13LW. The luciferase activity of pGL3-(−3065T), pGL3-(−2991G), pGL3-(−712T), and pGL3-(−604C) was significantly higher than that of pGL3-CXCL13YL (*P* < 0.001), whereas the luciferase activity of pGL3-(−2473G), pGL3-(−1757C), and pGL3-(−474G) showed no significant difference compared with that of pGL3-CXCL13YL. Notably, the construct pGL3-(−1014G) displayed significantly lower luciferase activity than pGL3-CXCL13YL, suggesting that the −1014 G (LW) > A (YL) site may be related to the differential expression of *CXCL13* between mock-infected LW and YL pigs (Figure 7B).

We then validated the role of each SNP on the transcriptional activity of the *CXCL13* promoter in response to PCV2 infection. Compared with the mock-infected control, there was no significant change in the luciferase activity of pGL3-(−3065T), pGL3-(−712T), pGL3-(−604C), and pGL3-(−2991G) at each time point, except the 24 hpi sample of pGL3-(−2991G), at which time the luciferase activity increased remarkably compared with the mock-infected control (*P* < 0.001), as well as the 48 hpi of pGL3-(−604C), at which time point the luciferase activity declined significantly compared with the mock-infected control (*P* < 0.05) (Figures 7C, D, F, and G). Interestingly, consistent with the above observation that the luciferase activity of pGL3-CXCL13LW increased significantly in response to PCV2 infection (Figure 6B), the luciferase activity of pGL3-(−1014G) in PCV2-infected groups was always dramatically higher than that of mock-infected controls from 12 hpi to 48 hpi (*P* < 0.05; Figure 7E), indicating that the G (LW) > A (YL) at site −1014 is crucial for the differential expression of *CXCL13* between LW and YL pigs after PCV2 challenge.

### Polymorphism of the −1014 G (LW) > A (YL) site among different pig breeds

The polymorphism of G > A at site −1014 was detected in five purebred pig populations, including three western breeds, Duroc, Landrace, and Yorkshire, and two Chinese indigenous breeds, LW and Dapulian (DPL). As shown in Table 3, in LW and DPL populations, the allele G was predominant, and the homozygote GG existed in more than 95% of the samples; whereas the allele A was rare (about 2%) and appeared only in the heterozygous form (GA). Compared with Chinese breeds, the frequency of allele A was higher in all three western breeds, in which the homozygote AA was found to be present in more than 5% of the samples and the heterozygote GA became the relatively dominant genotype. Allelic and genotype frequencies of all five populations conformed to the Hardy–Weinberg equilibrium. Based on the above observation that the allele G played a positive role in stimulating the expression of the *CXCL13* after PCV2 infection, we found that the distributions of alleles G and A in different pig breeds were consistent with the breeds’ differences in resistance to PCV2.

**Table 3:** **Polymorphism of SNP −1014 G > A in different pig breeds**

Breed	No.	Genotype frequency			Allelic frequency		χ^2^	*P* value
		GG	GA	AA	G	A		
LW pig	46	95.65% (*n* = 44)	4.35% (*n* = 2)	0.00% (*n* = 0)	97.83%	2.17%	0.0227	0.8802
DPL pig	49	95.92% (*n* = 47)	4.08% (*n* = 2)	0.00% (*n* = 0)	97.96%	2.04%	0.0213	0.8841
Duroc	46	34.78% (*n* = 16)	58.70% (*n* = 27)	6.52% (*n* = 3)	64.13%	35.87%	3.4992	0.0614
Landrace	51	17.65 (*n* = 9)	56.86% (*n* = 29)	25.49% (*n* = 13)	46.08%	53.92%	1.0619	0.3028
Yorkshire	56	41.07% (*n* = 23)	53.57% (*n* = 30)	5.36% (*n* = 3)	67.86%	32.14%	2.9129	0.0879

### *CXCL13* is directly targeted by *ssc*-*miR*-*296*-*5p*

We further investigated whether there is any difference in the post-transcriptional regulation of *CXCL13* between LW and YL pigs. According to the bioinformatic prediction of RegRNA 2.0, *ssc*-*miR*-*296*-*5p* was the only miRNA that targeted to the 3′-UTR of the porcine *CXCL13* gene (Figure 8A). To verify the target relationship between *ssc*-*miR*-*296*-*5p* and *CXCL13*, the expression level of *ssc*-*miR*-*296*-*5p* in spleens was measured by RT-qPCR. Compared with mock-infected controls, the expression of *ssc*-*miR*-*296*-*5p* increased by 27% in the spleen tissues of PCV2-infected YL pigs, but merely increased by 8% in PCV2-infected LW pigs (Table 4), demonstrating that the expression pattern of *ssc*-*miR*-*296*-*5p* was opposite to that of *CXCL13* in mock- and PCV2-infected YL pigs. Subsequently, the luciferase assay was utilized to determine the target relationship between *ssc*-*miR*-*296*-*5p* and *CXCL13* in PK15 cells. As there is a high constitutive expression of *ssc*-*miR*-*296*-*5p* in PK15 cells, we first showed that the expression of *ssc*-*miR*-*296*-*5p* dramatically declined when the PK15 cells were transfected with *ssc*-*miR*-*296*-*5p* inhibitor (*P* < 0.01; Figure 8B). Then, either the 3′UTR-wt construct, which harbors the wild-type 3′-UTR of *CXCL13,* or the 3′UTR-mut construct, which contains the mutant 3′-UTR of *CXCL13* (Figure 8A), was used to transfect PK15 cells and the luciferase activity was analyzed. As expected, the luciferase activity of the 3′UTR-mut was significantly higher than that of the 3′UTR-wt (*P* < 0.001; Figure 8C). Meanwhile, co-transfection of the 3′UTR-wt or 3′UTR-mut with the *ssc*-*miR*-*296*-*5p* inhibitor showed that the *ssc*-*miR*-*296*-*5p* inhibitor significantly elevated the luciferase activity of the 3′UTR-wt (*P* < 0.05), but not of the 3′UTR-mut. These results suggest that the expression of *CXCL13* is also regulated by *ssc*-*miR*-*296*-*5p* at the post-transcriptional level, and *ssc*-*miR*-*296*-*5p* is likely to play a regulatory role in the differential expression of *CXCL13* between LW and YL pigs after PCV2 infection.

**Figure 8:**
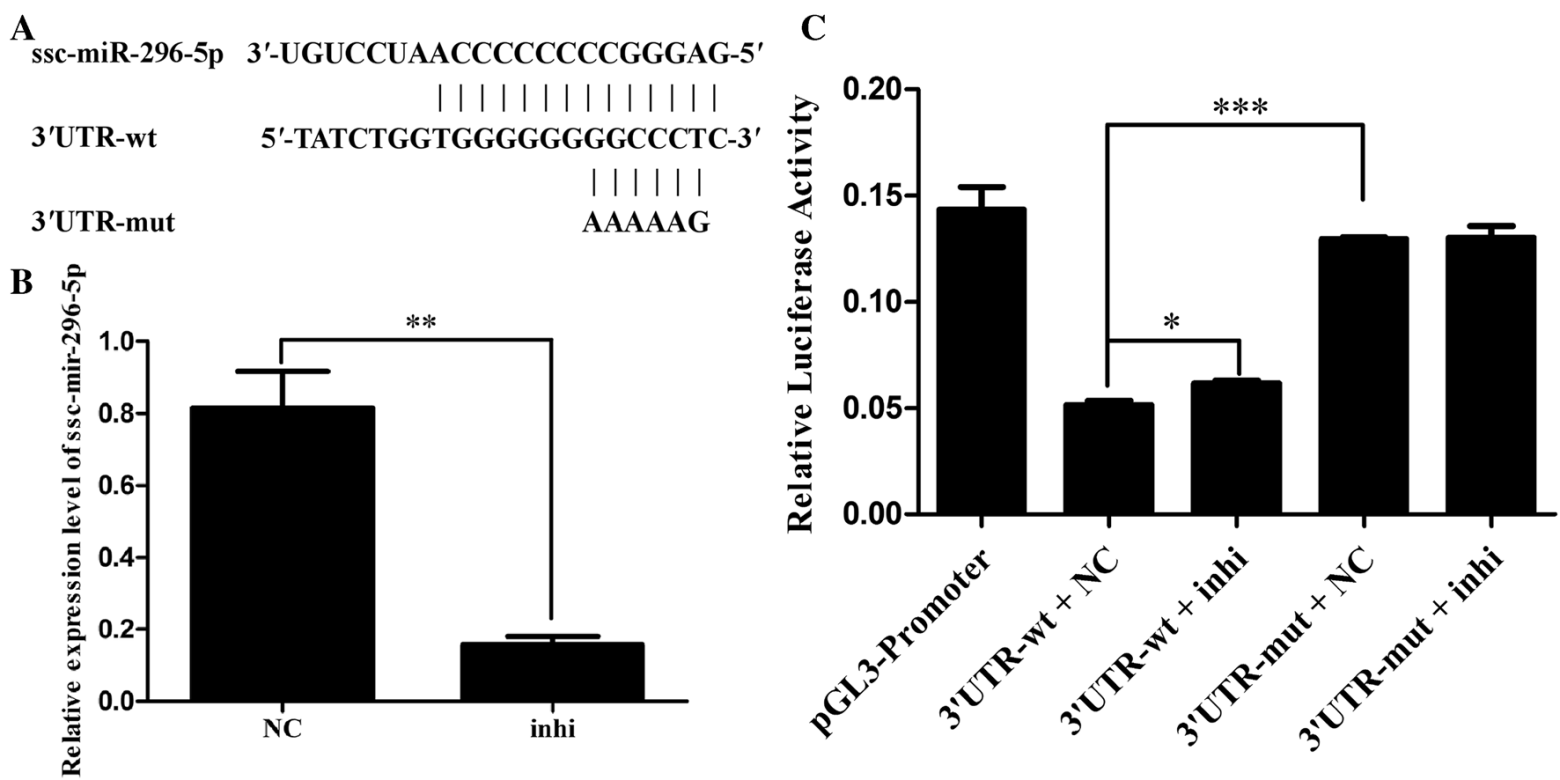
***CXCL13*** **is a direct target of** ***ssc*-*miR*-*296*-*5p***. **A** Diagram of the predicted targeting site within the 3′-UTR of *CXCL13* (3′UTR-wt). The mutated 3′-UTR (3′UTR-mut) contains mutated sequence that is not complementary to the seed sequence (CCGGGAG) of *ssc*-*miR*-*296*-*5p*. **B** Expression of *ssc*-*miR*-*296*-*5p* in PK15 cells at 24 h post-transfection with 800 nM inhibitor (inhi) or negative control (NC). **C** Luciferase activity of the constructs harboring the wild-type or mutant 3′-UTR of the *CXCL13* gene in PK15 cells with 800 nM *ssc*-*miR*-*296*-*5p* inhibitor or negative control. Data are represented as the mean value ± SE of three experiments. *, **, and *** indicate significance at the *P* value threshold levels of 0.05, 0.01, and 0.001, respectively.

**Table 4:** **Expression change of** ***ssc*** **-** ***miR*** **-** ***296*** **-** ***5p*** **in porcine spleens after PCV2 infection**

Gene	LW-u	LW-i	Fold change (LW-i vs LW-u)	YL-u	YL-i	Fold change (YL-i vs YL-u)
Ssc-miR-296-5p	0.425 ± 0.083	0.461 ± 0.016	1.08	0.554 ± 0.092	0.705 ± 0.109	1.27

The expression pattern of *ssc*-*miR*-*296*-*5p* was confirmed by RT-qPCR in LW and YL pigs. The 5S rRNA was used as an internal control. Data are represented as the mean value ± SE of three experiments.

## Discussion

To date, evidence of breed-dependent differences in susceptibility to PCV2 has mainly come from the comparison of phenotypic differences after PCV2 infection, including the clinical evaluation, histologic examination, and quantification of PCV2 [12–15]. However, few studies have been focused on the differential gene expression after PCV2 infection between pig breeds, especially between the lean-meat pig breeds and Chinese indigenous pig breeds. Our previous studies compared the experimental infection responses of LW and YL pigs to PCV2-SD, and found that LW pigs had less serious clinical symptom and lung lesions, as well as a lower viral load, than YL pigs, suggesting that the LW pigs had a stronger resistance or tolerance to PCV2 infection than YL pigs. Further comparison of the lung transcriptome of infected LW and YL pigs indicated that the higher expression of *SERPINA1* may effectively inhibit the inflammation reaction and lessen pathological damage in the lung tissue of the PCV2-infected LW pigs [11].

In addition to lung lesions, lymphoid depletion and histiocytic replacement in lymphoid tissues, which leads to immunosuppression in pigs, are also characteristic lesions of PCV2 infection and PCVAD [3, 27]. In the present study, we found, by both HE- and TUNEL staining of infected spleen tissues, obvious depletion of lymphocytes in the spleen sections of PCV2-infected YL pigs, but not in those of LW pigs. In accordance with this, the copy number of PCV2 DNA in the spleen tissues was significantly higher in PCV2-infected YL pigs than in PCV2-infected LW pigs. A previous study revealed that the expression of immune-related genes in inguinal lymph nodes, such as chemokine receptors (*CCR2*, *CCR3*, *CCR5*, *CXCR3* and *CXCR4*), T and/or B cell development and/or activation related genes (*TNFSF13B*, *IL*-*4R*, *CD27*, *CD45*, *CD71*, *CD81*, *CD82* and *CD86*) and cell apoptosis related genes (*Bcl*-*x*, *Fas* and *Bcl*-*6*), were up-regulated at low PCV2 load, but the up-regulated level tended to decrease or turned into down-regulation as the PCV2 load increased [28]. Once virus load reached the full capacity in host cells, PCV2 may manipulate the expression of apoptosis-related genes to facilitate cell death [29]. These reports were consistent with that a higher virus load was accompanied with higher lymphocyte depletion in the spleen tissue of PCV2-infected YL pigs, as is shown in this study.

To uncover host genes underlying lymphocyte depletion in spleen tissues that is caused by PCV2 infection, we compared differences in transcriptome of spleen tissues between mock-infected and PCV2-infected YL pigs and identified 90 DEGs. Transcriptome analysis on the spleen tissues of mock-infected and PCV2-infected LW pigs, which showed no obvious lesions, could definitely provide more information for the purpose of correlating gene expression and alterations in spleen, and could serve an additional control to study the effect of PCV2 in the spleen of YL pigs. We overcame this inadequacy by testing 12 of these DEGs by RT-qPCR in both mock-infected and PCV2-infected YL and LW pigs. We will further analyze transcriptomic differences on non-infected and PCV2-infected LW pigs and uncover differences between mock-infected and PCV2-infected YL and LW pigs.

In this study, six spleen samples from three mock-infected and three PCV2-infected YL pigs (with obvious lymphocyte depletion), respectively, were used for RNA-seq. However, correlation analysis between samples revealed that the R^2^ values between one sample and the other two in both non-infected and PCV2-infected groups was lower, which is due to individual variations. In bioinformatics analysis, only two samples with higher R^2^ values in each group were selected to obtain more DEGs. Subsequently, the DEGs were validated with RT-qPCR in spleen tissues from four pig groups, four individuals for each group: non-infected YL and LW groups and PCV2-infected YL and LW groups. For YL pigs, eight spleen samples including the six samples for RNA-seq were used; and for LW pigs, four spleen samples were sampled from mock-infected and PCV2-infected LW pigs, respectively. Among the 12 genes selected for validation, five genes including CXCL13 were significantly changed in YL pigs, while the expression of the other seven genes was not significantly changed, which is likely caused by individual variations.

The mechanism by which PCV2 causes lymphoid depletion has yet to be identified definitively. The controversy mainly lies in whether the lymphocyte depletion results from apoptosis or reduced proliferation. For this reason, we focused on the DEGs that take part in cell apoptosis or proliferation, as well as in the immune process. We finally chose *CXCL13* as a candidate gene for further investigation, because it matched our filter criteria for DEGs, and most importantly, it was differentially expressed between PCV2-infected LW and YL pigs, both at the levels of mRNA and protein.

CXCL13, also known as B cell-attracting chemokine-1 (BCA-1) or B-lymphocyte-chemoattractant (BLC), is a member of the CXC chemokine family, which includes proteins that play important roles in the activation and recruitment of leukocytes [30, 31]. At present, most studies about the function of CXCL13 have been based on humans and mice, but few have been based on livestock. Under normal physiological conditions, CXCL13 is mainly produced by follicular dendritic cells (FDCs) in the germinal center (GC) of the secondary lymphoid organs [32–34]. CXCL13, coupled with its receptor CXCR5, is essential for the recruitment of B cells into the light zone of GC, where the B cells are selected to differentiate into memory B cells or to undergo apoptosis through interaction with GC T cells and FDCs [35, 36]. *CXCL13*^−*/*−^ mice have a severe but partial absence of peripheral lymphoid organs, as well as failure to form B-cell follicles [36]. By contrast, in inflammatory disorders, ectopic expression of CXCL13 leads to the local development of GC-like tissue in inflamed tissues [37–39]. While CXCL13 is crucial for B cell trafficking and GC formation, it has also been linked to the regulation of cell apoptosis. CXCL13 and CCL19 together can inhibit the TNFα-mediated apoptosis of the CD23^+^ CD5^+^ B cell lineage, which is the commonest malignant cell type in acute and chronic lymphocytic leukemia [40]. A recent in vitro study also illustrated that CXCL13 can significantly attenuate the degree of lipid-induced apoptosis in macrophages, primary monocytes, and vascular smooth muscle cells [41]. In the present study, using the mouse model, which has been widely accepted as an infection model for elucidating the interaction between PCV2 and host [42], the anti-apoptotic role of the CXCL13 protein was evaluated in PCV2-infected splenocytes in vitro. As expected, the proportion of apoptotic splenocytes declined at every time point after the exogenous CXCL13 was added into the medium, and this anti-apoptotic effect was more pronounced at 4 and 16 hpi. This finding extended our understanding that CXCL13 could down-regulate the virus-induced apoptosis in spleen lymphocytes. Therefore, the stable expression of CXCL13 before and after PCV2 infection might be responsible for the minor lymphocyte apoptosis in PCV2-infected LW pigs. By contrast, the significant decline of CXCL13 after PCV2 infection is likely to have contributed to the severe lymphocyte apoptosis in PCV2-infected YL pigs.

The investigation on the molecular mechanism of the differential expression of *CXCL13* between LW and YL pigs showed that the SNP −1014 G > A in the 5′ regulatory region of *CXCL13* may serve as a functional DNA marker associated with PCV2 resistance. Then, we used MatInspector software to search for potential transcription binding sites in sequences harboring this SNP. The search revealed that the G nucleotide at the −1014 site created an extra binding site for two transcription factors, the nuclear factor of activated T-cells 5 (NFAT5) and the E-twenty-six (ETS) transcription factor (ELK1). NFAT5, also known as TonEBP or OREBP, is a member of the Rel family of transcription factors. Accumulating evidence indicates that, in addition to a pivotal role in protecting mammalian cells against hyperosmotic stress, NFAT5 also has a variety of other functions, especially in the stimulation of expression of multiple cytokines and immune receptors in leukocytes during physiological and pathophysiological processes [43–45]. ELK1 belongs to the ternary complex factor (TCF) subfamily of ETS-domain transcription factors. Recent findings show that ELK1 mainly acts in a dynamic fashion with other ETS transcription factors to control the expression of many immediate-early (IE) genes encoding transcription factors, signaling pathway regulators, and RNA-interacting proteins involved in cell proliferation, the cell cycle, and apoptosis [46, 47]. Whether or not the NFAT5 and/or ELK1 can bind to the G allele and induce the expression of *CXCL13* needs to be further investigated.

We noticed that the decrease of CXCL13 in PCV2-infected YL pigs was not only at the mRNA level but also at the protein level. So, in the last part of this study, we investigated whether the differential expression of CXCL13 between LW and YL pigs is also regulated by differential expression of miRNAs, which act as the key regulators of gene expression at the post-transcriptional level. By analyzing the 3′-UTR sequence of porcine *CXCL13*, we found a well-matched target site for *ssc*-*miR*-*296*-*5p*, and this site is conserved in both LW and YL pigs. Subsequent luciferase reporter assays further proved that *ssc*-*miR*-*296*-*5p* had the ability to mediate repression of luciferase via the *CXCL13* 3′-UTR. Due to the greater increase of *ssc*-*miR*-*296*-*5p* in PCV2-infected YL pigs than in PCV2-infected LW pigs, we can speculate that *ssc*-*miR*-*296*-*5p* may play some roles in the differential expression of *CXCL13* between LW and YL pigs, although we cannot exclude the possibility that any novel miRNA may also participate in the regulation of *CXCL13*.

Overall, for the first time, we showed an association between the expression of porcine CXCL13 gene and lymphocyte depletion in spleen after PCV2 challenge, and CXCL13 is regulated both at transcriptional and posttranscriptional level. We speculate that the decrease of CXCL13 expression in pigs susceptible to PCV2 infection results in more lymphocyte depletion, and therefore causes more severe lesions in the spleen. The SNP −1014 G > A in the promoter region may affect the transcription of *CXCL13* during PCV2 infection, and is therefore a potential DNA marker for resistance to PCV2 in pigs.

## Additional files

**Additional file 1.** **Correlation statistics of the biological replicates.** T1, T2 and T3: mock-infected YL pigs; T4, T5 and T6: PCV2-infected YL pigs.

**Additional file 2.** **Primers used in this study. **CXCL13-F1 to CXCL13-F6 contained an I site at their 5′-ends, and CXCL13-R contained aXho HindIII site at 5′-end, and 3′-UTR-F and 3′-UTR-R contained an XbaI site at 5′-end (underlined). Product size of CXCL13-F2 to CXCL13-F6 represented the length of amplicon by CXCL13-F2 to CXCL13-F6 and CXCL13-R, respectively.

**Additional file 3.** **Statistics of sequencing reads aligned to the genome.** T1, T2 and T3: mock-infected YL pigs; T4, T5 and T6: PCV2-infected YL pigs.

**Additional file 4.** **Heatmap of DEGs in the spleen between mock-infected (T1, T3) and PCV2-infected (T5, T6) YL pigs.** The columns represent different samples and the rows represent the DEGs. Gene expression levels in the samples are indicated by corresponding colors.

**Additional file 5.** **Detailed information about DEGs.**

**Additional file 6.** **Information about the GO terms related to the 12 DEGs.** ^a^FDR: false discovery rate.

**Additional file 7.** **KEGG pathway analysis of the DEGs.**

## Abbreviations

PCVAD: porcine circovirus-associated disease
PCV2: porcine circovirus type 2
LW pig: Laiwu pig
YL pig: Yorkshire × Landrace pig
DEGs: differentially expressed genes
qPCR: quantitative PCR
GO: gene ontology
RT-qPCR: reverse transcription-quantitative PCR
3′-UTR: 3′-untranslated region
SNP: single nucleotide polymorphism
ssc-miR-296-5p: sus scrofa microRNA-296-5p
LW-i: PCV2-infected LW pig
LW-u: PCV2-uninfected LW pig
YL-i: PCV2-infected YL pig
YL-u: PCV2-uninfected YL pig
RNA-seq: RNA-sequencing
hpi: hours post-infection
PI: propidium iodide
MOI: multiplicity of infection
TCID_50_: 50% tissue culture infective dose
SE: standard error

## References

[1] Tischer I, Gelderblom H, Vettermann W, Koch MA (1982). A very small porcine virus with circular single-stranded DNA. Nature.

[2] Karuppannan AK, Opriessnig T (2017). Porcine circovirus type 2 (PCV2) vaccines in the context of current molecular epidemiology. Viruses.

[3] Segales J (2012). Porcine circovirus type 2 (PCV2) infections: clinical signs, pathology and laboratory diagnosis. Virus Res.

[4] Opriessnig T, Meng XJ, Halbur PG (2007). Porcine circovirus type 2 associated disease: update on current terminology, clinical manifestations, pathogenesis, diagnosis, and intervention strategies. J Vet Diagn Invest.

[5] Alarcon P, Rushton J, Wieland B (2013). Cost of post-weaning multi-systemic wasting syndrome and porcine circovirus type-2 subclinical infection in England—an economic disease model. Prev Vet Med.

[6] Allan GM, Ellis JA (2000). Porcine circoviruses: a review. J Vet Diagn Invest.

[7] Meng XJ (2013). Porcine circovirus type 2 (PCV2): pathogenesis and interaction with the immune system. Annu Rev Anim Biosci.

[8] Fenaux M, Halbur PG, Haqshenas G, Royer R, Thomas P, Nawagitgul P, Gill M, Toth TE, Meng XJ (2002). Cloned genomic DNA of type 2 porcine circovirus is infectious when injected directly into the liver and lymph nodes of pigs: characterization of clinical disease, virus distribution, and pathologic lesions. J Virol.

[9] Lv Y, Dai L, Han H, Zhang S (2012). PCV2 induces apoptosis and modulates calcium homeostasis in piglet lymphocytes in vitro. Res Vet Sci.

[10] Shibahara T, Sato K, Ishikawa Y, Kadota K (2000). Porcine circovirus induces B lymphocyte depletion in pigs with wasting disease syndrome. J Vet Med Sci.

[11] Li Y, Liu H, Wang P, Wang L, Sun Y, Liu G, Zhang P, Kang L, Jiang S, Jiang Y (2016). RNA-seq analysis reveals genes underlying different disease responses to porcine circovirus type 2 in pigs. PLoS ONE.

[12] Lopez-Soria S, Nofrarias M, Calsamiglia M, Espinal A, Valero O, Ramirez-Mendoza H, Minguez A, Serrano JM, Marin O, Callen A, Segales J (2011). Post-weaning multisystemic wasting syndrome (PMWS) clinical expression under field conditions is modulated by the pig genetic background. Vet Microbiol.

[13] Meerts P, Misinzo G, McNeilly F, Nauwynck HJ (2005). Replication kinetics of different porcine circovirus 2 strains in PK-15 cells, fetal cardiomyocytes and macrophages. Arch Virol.

[14] Opriessnig T, Fenaux M, Thomas P, Hoogland MJ, Rothschild MF, Meng XJ, Halbur PG (2006). Evidence of breed-dependent differences in susceptibility to porcine circovirus type-2-associated disease and lesions. Vet Pathol.

[15] Opriessnig T, Patterson AR, Madson DM, Pal N, Rothschild M, Kuhar D, Lunney JK, Juhan NM, Meng XJ, Halbur PG (2009). Difference in severity of porcine circovirus type two-induced pathological lesions between Landrace and Pietrain pigs. J Anim Sci.

[16] Zhang P, Wang L, Li Y, Jiang P, Wang Y, Wang P, Kang L, Wang Y, Sun Y, Jiang Y (2018). Identification and characterization of microRNA in the lung tissue of pigs with different susceptibilities to PCV2 infection. Vet Res.

[17] Gellert A, Salanki K, Tombacz K, Tuboly T, Balazs E (2012). A cucumber mosaic virus based expression system for the production of porcine circovirus specific vaccines. PLoS One.

[18] Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR, Pimentel H, Salzberg SL, Rinn JL, Pachter L (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc.

[19] Anders S, Huber W (2010). Differential expression analysis for sequence count data. Genome Biol.

[20] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Statist Soc B.

[21] da Huang W, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res.

[22] Kanehisa M, Goto S, Kawashima S, Okuno Y, Hattori M (2004). The KEGG resource for deciphering the genome. Nucleic Acids Res.

[23] Fernandes LT, Tomas A, Bensaid A, Perez-Enciso M, Sibila M, Sanchez A, Segales J (2009). Exploratory study on the transcriptional profile of pigs subclinically infected with porcine circovirus type 2. Anim Biotechnol.

[24] ImageJ. http://imagej.nih.gov/ij/. Accessed 26 June 2012

[25] Chang T, Huang H, Hsu J, Weng S, Horng J, Huang H (2013). An enhanced computational platform for investigating the roles of regulatory RNA and for identifying functional RNA motifs. BMC Bioinform.

[26] Transcriptome analysis of swine spleen after infection with PCV2. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE112152. Accessed 10 Feb 2019

[27] Opriessnig T, Janke BH, Halbur PG (2006). Cardiovascular lesions in pigs naturally or experimentally infected with porcine circovirus type 2. J Comp Pathol.

[28] Lin C, Jeng C, Liu J, Lin E, Chang C, Huang Y, Tsai Y, Chia M, Wan C, Pang V (2013). Immune gene expression profiles in swine inguinal lymph nodes with different viral loads of porcine circovirus type 2. Vet Microbiol.

[29] Li W, Liu S, Wang Y, Deng F, Yan W, Yang K, Chen H, He Q, Charreyre C, Audoneet JC (2013). Transcription analysis of the porcine alveolar macrophage response to porcine circovirus type 2. BMC Genomics.

[30] Legler DF, Loetscher M, Roos RS, Clark-Lewis I, Baggiolini M, Moser B (1998). B cell-attracting chemokine 1, a human CXC chemokine expressed in lymphoid tissues, selectively attracts B lymphocytes via BLR1/CXCR5. J Exp Med.

[31] Moser B, Loetscher P (2001). Lymphocyte traffic control by chemokines. Nat Immunol.

[32] Allen CD, Cyster JG (2008). Follicular dendritic cell networks of primary follicles and germinal centers: phenotype and function. Semin Immunol.

[33] Katakai T, Hara T, Sugai M, Gonda H, Shimizu A (2003). Th1-biased tertiary lymphoid tissue supported by CXC chemokine ligand 13-producing stromal network in chronic lesions of autoimmune gastritis. J Immunol.

[34] Ohtani H, Komeno T, Agatsuma Y, Kobayashi M, Noguchi M, Nakamura N (2015). Follicular dendritic cell meshwork in angioimmunoblastic T-cell lymphoma is characterized by accumulation of CXCL13(+) cells. J Clin Exp Hematop.

[35] Allen CD, Okada T, Cyster JG (2007). Germinal-center organization and cellular dynamics. Immunity.

[36] Ansel KM, Ngo VN, Hyman PL, Luther SA, Forster R, Sedgwick JD, Browning JL, Lipp M, Cyster JG (2000). A chemokine-driven positive feedback loop organizes lymphoid follicles. Nature.

[37] Amft N, Curnow SJ, Scheel-Toellner D, Devadas A, Oates J, Crocker J, Hamburger J, Ainsworth J, Mathews J, Salmon M, Bowman SJ, Buckley CD (2001). Ectopic expression of the B cell-attracting chemokine BCA-1 (CXCL13) on endothelial cells and within lymphoid follicles contributes to the establishment of germinal center-like structures in Sjogren’s syndrome. Arthritis Rheum.

[38] Muller G, Hopken UE, Lipp M (2003). The impact of CCR7 and CXCR5 on lymphoid organ development and systemic immunity. Immunol Rev.

[39] Shi K, Hayashida K, Kaneko M, Hashimoto J, Tomita T, Lipsky PE, Yoshikawa H, Ochi T (2001). Lymphoid chemokine B cell-attracting chemokine-1 (CXCL13) is expressed in germinal center of ectopic lymphoid follicles within the synovium of chronic arthritis patients. J Immunol.

[40] Chunsong H, Yuling H, Li W, Jie X, Gang Z, Qiuping Z, Qingping G, Kejian Z, Li Q, Chang AE, Youxin J, Jinquan T (2006). CXC chemokine ligand 13 and CC chemokine ligand 19 cooperatively render resistance to apoptosis in B cell lineage acute and chronic lymphocytic leukemia CD23 + CD5 + B cells. J Immunol.

[41] Smedbakken LM, Halvorsen B, Daissormont I, Ranheim T, Michelsen AE, Skjelland M, Sagen EL, Folkersen L, Krohg-Sorensen K, Russell D, Holm S, Ueland T, Fevang B, Hedin U, Yndestad A, Gullestad L, Hansson GK, Biessen EA, Aukrust P (2012). Increased levels of the homeostatic chemokine CXCL13 in human atherosclerosis—potential role in plaque stabilization. Atherosclerosis.

[42] Ouyang T, Liu XH, Ouyang HS, Ren LZ (2018). Mouse models of porcine circovirus 2 infection. Anim Models Exp Med.

[43] Alberdi M, Iglesias M, Tejedor S, Merino R, Lopez-Rodriguez C, Aramburu J (2017). Context-dependent regulation of Th17-associated genes and IFNgamma expression by the transcription factor NFAT5. Immunol Cell Biol.

[44] Cheung CY, Ko BC (2013). NFAT5 in cellular adaptation to hypertonic stress—regulations and functional significance. J Mol Signal.

[45] Kuper C, Beck FX, Neuhofer W (2015). Generation of a conditional knockout allele for the NFAT5 gene in mice. Front Physiol.

[46] Kasza A (2013). Signal-dependent Elk-1 target genes involved in transcript processing and cell migration. Biochim Biophys Acta.

[47] Odrowaz Z, Sharrocks AD (2012). ELK1 uses different DNA binding modes to regulate functionally distinct classes of target genes. PLoS Genet.

# Supplementary material for: Suppression of lymphocyte apoptosis in spleen by CXCL13 after porcine circovirus type 2 infection and regulatory mechanism of CXCL13 expression in pigs
**Source:** Vet Res. 2019 Feb 28;50:17. doi: 10.1186/s13567-019-0634-2
**Supplement:** Supplementary file 1 — Additional file 1. Correlation statistics of the biological replicates. T1, T2 and T3: mock-infected YL pigs; T4, T5 and T6: PCV2-infected YL pigs.

**Additional file 1 Correlation statistics of the biological replicates.**

| **Sample 1** | **Sample 2** | **R2** |
| --- | --- | --- |
| T1 | T2 | 0.8589 |
| T1 | T3 | 0.9862 |
| T2 | T3 | 0.9029 |
| T4 | T5 | 0.8324 |
| T4 | T6 | 0.8610 |
| T5 | T6 | 0.9706 |

T1, T2 and T3: mock-infected YL pigs; T4, T5 and T6: PCV2-infected YL pigs.

# Supplementary material for: Suppression of lymphocyte apoptosis in spleen by CXCL13 after porcine circovirus type 2 infection and regulatory mechanism of CXCL13 expression in pigs
**Source:** Vet Res. 2019 Feb 28;50:17. doi: 10.1186/s13567-019-0634-2
**Supplement:** Supplementary file 2 — Additional file 2. Primers used in this study. CXCL13-F1 to CXCL13-F6 contained an I site at their 5′-ends, and CXCL13-R contained aXho HindIII site at 5′-end, and 3′-UTR-F and 3′-UTR-R contained an XbaI site at 5′-end (underlined). Product size of CXCL13-F2 to CXCL13-F6 represented the length of amplicon by CXCL13-F2 to CXCL13-F6 and CXCL13-R, respectively.

**Additional file 2 Primers used in this study.**

CXCL13-F1 to CXCL13-F6 contained an Xho I site at their 5'-ends, and CXCL13-R1 contained a Hind III site at 5'-end, and 3'-UTR-F and 3'-UTR-R contained an Xba I site at 5'-end (underlined). Product size of CXCL13-F2 to CXCL13-F6 represented the length of amplicon by CXCL13-F2 to CXCL13-F6 and CXCL13-R1, respectively.

# Supplementary material for: Suppression of lymphocyte apoptosis in spleen by CXCL13 after porcine circovirus type 2 infection and regulatory mechanism of CXCL13 expression in pigs
**Source:** Vet Res. 2019 Feb 28;50:17. doi: 10.1186/s13567-019-0634-2
**Supplement:** Supplementary file 3 — Additional file 3. Statistics of sequencing reads aligned to the genome. T1, T2 and T3: mock-infected YL pigs; T4, T5 and T6: PCV2-infected YL pigs.

**Additional file 3**. Statistics of the sequencing reads aligned to genome.

| **Sample ID** | **Total Reads** | **mapped Reads** | **Perfect Map** | **< = 2bp Mismatch** | **Uniq Map** | **Multiple Map** |
| --- | --- | --- | --- | --- | --- | --- |
| T1 | 38884958 (100%) | 29680913 (76.33%) | 15208031 (51.24%) | 2004655 (6.75%) | 28069445 (94.57%) | 1611468 (5.43%) |
| T2 | 33415774 (100%) | 25641513 (76.73%) | 12489644 (48.71%) | 1815716 (7.08%) | 24268899 (94.65%) | 1372614 (5.35%) |
| T3 | 35342492 (100%) | 27008306 (76.42%) | 14040663 (51.99%) | 1760203 (6.52%) | 25525485 (94.51%) | 1482821 (5.49%) |
| T4 | 35721702 (100%) | 27212167 (76.18%) | 13647955 (50.15%) | 1918396 (7.05%) | 25688210 (94.4%) | 1523957 (5.6%) |
| T5 | 32242824 (100%) | 24638990 (76.42%) | 12281002 (49.84%) | 1675764 (6.8%) | 23336353 (94.71%) | 1302637 (5.29%) |
| T6 | 37024608 (100%) | 28143488 (76.01%) | 14132579 (50.22%) | 2052180 (7.29%) | 26640557 (94.66%) | 1502931 (5.34%) |

T1, T2 and T3: mock-infected YL pigs; T4, T5 and T6: PCV2-infected YL pigs.

# Supplementary material for: Suppression of lymphocyte apoptosis in spleen by CXCL13 after porcine circovirus type 2 infection and regulatory mechanism of CXCL13 expression in pigs
**Source:** Vet Res. 2019 Feb 28;50:17. doi: 10.1186/s13567-019-0634-2
**Supplement:** Supplementary file 6 — Additional file 6. Information about the GO terms related to the 12 DEGs. aFDR: false discovery rate.

**Additional file 6. Information of the GO terms related to the 12** DEGs.

| GO ID | GO term | FDR a | Genes |
| --- | --- | --- | --- |
| GO:0002230 | positive regulation of defense response to virus by host | 0.34871 | *PDK4* |
| GO:0008285 | negative regulation of cell proliferation | 0.62316 | *KLF11* |
| GO:0008284 | positive regulation of cell proliferation | 0.66386 | *HGF* |
| GO:0008283 | cell proliferation | 0.14300 | *PTGES3, MAP3K11* |
| GO:0001937 | negative regulation of endothelial cell proliferation | 0.16760 | *XDH* |
| GO:0043280 | positive regulation of cysteine-type endopeptidase activity involved in apoptotic process | 0.15392 | *CYCS* |
| GO:0043066 | negative regulation of apoptotic process | 0.68333 | *ACTC1* |
| GO:0006919 | activation of cysteine-type endopeptidase activity involved in apoptotic process | 0.22683 | *XDH* |
| GO:0006915 | apoptotic process | 0.43786 | *CYCS* |
| GO:0043065 | positive regulation of apoptotic process | 0.44772 | *KLF11* |
| GO:1903751 | negative regulation of intrinsic apoptotic signaling pathway in response to hydrogen peroxide | 0.08853 | *HSPH1* |
| GO:0043154 | negative regulation of cysteine-type endopeptidase activity involved in apoptotic process | 0.19609 | *HGF* |
| GO:0006959 | humoral immune response | 0.29987 | *JCHAIN* |
| GO:0002250 | adaptive immune response | 0.29987 | *JCHAIN* |
| GO:0002718 | regulation of cytokine production involved in immune response | 0.08853 | *TRIL* |
| GO:0045087 | innate immune response | 0.05883 | *JCHAIN, RSAD2, OAS1, MX2* |
| GO:0050728 | negative regulation of inflammatory response | 0.08087 | *HGF, SOCS5* |

a FDR: false discovery rate.

How the deposited data were processed for this re-analysis (not part of the article)

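Spleen RNA of 6 YL pigs, killed 35 days post-infection, was sequenced by the authors: 3 mock-infected pigs (T1, T2, T3) and 3 PCV2-infected pigs (T4, T5, T6). Per the paper's methods, libraries were made with the NEBNext mRNA kit, sequenced on an Illumina HiSeq and mapped with TopHat to Sscrofa 10.2. The submitters' processing notes also name Bowtie 0.12.2 and Cufflinks. The authors made the FPKM values with Cufflinks and deposited them for each library, in a table of 22386 annotated genes and a table of 1644 new genes, which are loci assembled outside the annotation. For their DEGs the authors ran DESeq on T1 and T3 against T5 and T6 after leaving out T2 and T4. Counts were not used here, so a count model could not be run, and the precision of a value cannot be given from its reads.

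The labels T1 to T6 are those of the paper, and 0 columns of per-sample values were left unmapped. In the annotated table 8176 genes carry a placeholder symbol, of which 1332 have a current name, and 225 other symbols were matched as synonyms. Gene names and coordinates are those of the table, on Sscrofa 10.2. Of its genes, 2646 have a model of 1 exon, 125 a model under 200 bases, and 4296 are listed at 0 in every library. The FPKM of the annotated genes sum to between 1044227 (T5) and 1539951 (T4), and between 12722 and 13050 genes reach an FPKM of 1.

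Genes with an FPKM of at least 1 in at least 2 of the 6 libraries, whatever their group, were tested: 13346 annotated and 1383 new genes, the same over the 4 libraries and over all 6; the alternatives on the filter and on the models tested used other sets of genes. limma 3.58.1 in R 4.3.3 was fitted on log2(FPKM + 1), with eBayes and a variance trend, two-sided, and Benjamini-Hochberg adjustment over the genes tested. A gene passed at an adjusted p under 0.05 with a fold change over 1.5. The comparison was made over the 4 libraries of the study and over all 6, with no covariate. Summaries and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

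The 35 gene lists cover pathways, cell types and complexes, and 32 of them had at least 5 tested members. They were tested with limma's camera with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the lists. The genes named follow a rule fixed in advance: each gene the paper names as a DEG, whose values in its tables had been seen; up to 6 genes in each direction past the threshold whose groups do not overlap; up to 4 members of a described list with the smallest p; the reference genes HPRT1, GAPDH and ACTB, and CXCR5; and up to 6 new genes past the threshold. Not each gene that the rule selects is reported here. Genes outside the rule are given as chosen after their values were seen. R2 between libraries is the square of Pearson's r over the FPKM of all annotated genes.

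The alternatives were a pseudocount of 0.1 or 0.5, no filter or a mean FPKM of at least 5, median-of-ratios scaling, quantile normalization, eBayes without trend or robust, each library left out in turn, limma's array weights, the 8 other ways to leave out 1 library per group, other thresholds, annotated and new genes together, a ratio of group means, other forms of R2, an estimated correlation, and fry. Ranges over the alternatives are over these, which were fixed in advance. With an estimated correlation camera uses the residual degrees of freedom of the fit, which are few here, so its p rises for that reason too. Models of more than 1 exon alone, models of at least 300 bases, a term for EIF1AY and a term for the other pairing of the 4 libraries were added after the data were seen.

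The fits were tested on simulated data in which 200 of 13346 genes were changed. With the 4 libraries 56.7% of genes changed by 1 on the log2 scale were recovered, 98.5% of those changed by 2 and 100% of those changed by 3, with 11 false calls. With all 6 libraries the shares were 92.5%, 100% and 100%, with 10 false calls, and camera found a list raised by 0.5 in both. The simulated spreads were limma's moderated ones and the changed genes had moderate or high levels, so real recovery can be lower. Genes were drawn independently of each other, so the simulation does not show how camera behaves on correlated genes. In the real data over all 6 libraries the estimated correlation was 0.08 for heat-shock chaperones and 0.71 for cytosolic ribosomal protein genes.

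The RT-qPCR, the LW pigs, the Western blots, the flow cytometry, the reporter assays and the SNP were not analysed here, as the values used hold only the spleen RNA-seq of YL pigs.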

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

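The tests of the locus on chromosome 8 given here were chosen after its values were seen, and the wording and the floor of the 8-fold count were set after its counts had been seen. Of the 1383 new genes tested, loci outside those the paper discusses, limma placed 3 lower and 0 higher past the threshold over the 4 libraries of the study, where 84 were higher and 35 lower at an unadjusted p under 0.05. Over all 6 libraries 1 was lower and 0 higher, with 47 higher and 22 lower at an unadjusted p under 0.05. In 193 new genes (13.96%) the 3 infected pigs lay on the same side of the 3 mock-infected pigs, where chance gives 10% on average over splits. A single split can lie well off 10%, and the other splits were not counted for this share.

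Pig_newGene_1841, on chromosome 4 of Sscrofa 10.2 from 134014488 to 134015299 with a model of 334 bases, was at 8.89 FPKM in T1, 5.33 in T2, 11.1 in T3 and 15.4 in T4, and was listed at 0 in T5 and T6. Its fitted log2 fold change over the 4 libraries was −3.45 (adjusted p = 0.00823 from limma), which depends on the pseudocount because of the values at 0. Its adjusted p lay between 0.00505 and 0.444 over the alternatives, missing the threshold without T1 (0.245), T3 (0.444), T5 (0.0781) or T6 (0.16) and without the filter (0.0516), and over all 6 libraries it was 0.71 (0.0222 without T4).

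Pig_newGene_3453, on chromosome 7 from 36501387 to 36506505 with a model of 1273 bases, was at 5.01 FPKM in T1, 1.44 in T2, 4.84 in T3, 2.37 in T4, 0.0664 in T5 and 0.0035 in T6. Its log2 fold change over the 4 libraries was −2.52 (adjusted p = 0.027 from limma), with adjusted p between 0.0144 and 0.663 over the alternatives. It missed the threshold without T1 (0.265), T3 (0.663), T5 (0.173) or T6 (0.279), with a pseudocount of 0.1 (0.0735) and without the filter (0.0761), and over all 6 libraries its adjusted p was 0.638.

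Pig_newGene_3841, on chromosome 8 from 33608125 to 33748189 with a model of 871 bases, was at 514 FPKM in T1, 869 in T2, 588 in T3, 3.18 in T4, 4.13 in T5 and 1.75 in T6, that is, 657 ± 187 (SD, n = 3) in mock-infected and 3.02 ± 1.20 (SD, n = 3) in PCV2-infected pigs. The log2 fold change was −7.20 over the 4 libraries (adjusted p = 0.00158 from limma, 0.245 without T1 and 0.444 without T3, and between 0.000189 and 0.444 over the alternatives) and −7.36 over all 6 (adjusted p = 2.87e-05, and between 0.000149 and 0.000874 without any 1 library).

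Reads of a neighbouring annotated gene would need that gene to differ as well, and among annotated genes within 500000 bases with a mean of at least 1 FPKM the largest ratio of the mock-infected to the infected mean was 1.23 (UCHL1), which argues against these genes as the source; NSUN7, the nearest annotated gene, is listed at 0 in each library and was not tested, so it stays open. Failed estimates that fall into a group together are open: the 9 other splits of the libraries held 6 genes in all whose groups lay over 8-fold apart with values under 0.5 FPKM set to 0.5, at most 2 in a split, and the real split held 1, the locus itself; with a floor of 0.2 FPKM the other splits held 17 in all and with a floor of 1 FPKM 5, so the count depends on the floor. PCV2 infection and an unrelated difference between the pigs, such as a variant that the groups happen not to share, were not tested and stay open.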

How the results depend on the processing

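The EIF1AY term, the term for the other pairing of the libraries and the fits without models of 1 exon or under 300 bases were chosen after the data were seen. No paired analysis was possible because no replicate number is shared between the groups. In the 4 libraries 1 gene passed in the settings reported. This became 0 without a filter, 5 with robust eBayes, 0 to 3 without any 1 library (3 without T1, 0 without T3, 0 without T5 and 2 without T6), 810 at an unadjusted p, 3 when T1 and T5 were left out of the 6 libraries in place of T2 and T4, and 0 when T1 and T6, T2 and T6, T3 and T5 or T3 and T6 were left out. With the EIF1AY term it was 243, with the other pairing as a term 0, and without models of 1 exon 2. Over all 6 libraries 1 gene passed, against 0 without a filter, 0 to 1 without any 1 library (1 without T2, 0 without each other library), 2 with array weights, 0 with the EIF1AY term and 320 at an unadjusted p. Of the new genes, 3 passed over the 4 libraries, against 1 without a filter and 0 to 3 without any 1 library (0 without T1, 0 without T3, 3 without T5 and 1 without T6), and 1 passed over all 6, against 1 to 2 without any 1 library (2 without T4). Of the gene lists, 16 passed over the 4 libraries, 10 to 17 without any 1 library (10 without T6), 0 with an estimated correlation and 0 with fry; over all 6 libraries 12 passed, 0 with an estimated correlation and 0 with fry, whose smallest adjusted p were 0.102 and 0.0805. The library that the study left out had the lowest R2 in 1 of the groups on FPKM, and in 2 on log2, in 2 on log10, in 2 without the 10 genes of the highest mean, in 1 as Spearman's rho squared and in 1 over the filtered genes.

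Directions turned in few results. HPRT1 over the 4 libraries lay between −0.42 and 0.0078 without any 1 library. CXCR5 over the 4 libraries was at −0.0473 after median-of-ratios scaling, −0.0329 after quantile normalization, −0.0336 without T1 and −0.277 without T6, and between −0.28 and 0.29 without any 1 library. ACTC1 over all 6 libraries lay between −0.72 and 0.07 without any 1 library, at 0.0689 without T1 and 0.0106 without T6. The glycine, serine and threonine list over the 4 libraries turned in limma's camera with a mean FPKM of at least 5 (adjusted p = 0.803), in limma's fry (0.686) and without T6 (0.879), and its adjusted p lay between 0.534 and 0.922 without any 1 library. Apart from what follows from fewer genes or libraries, the cause was not tested. Of 1314 alternative values of named genes over the 4 libraries 1262 kept their direction and side of the threshold, and of 1473 over all 6 libraries 1461 did. Of the lists, 280 of 341 and 242 of 280 did. Nearly all named genes missed the threshold in the settings reported, so for them keeping a side means missing it again. Settings such as eBayes without trend leave the fold change as it is, so there the direction could not turn. A library left out of the 4 leaves 1 in a group, which is then assumed to vary like the others. Without reads per gene, depth cannot be set against a value.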

Differences from the paper's values

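The fits with a term for EIF1AY or for the other pairing of the libraries, and those without models of 1 exon or under 300 bases, were chosen after the values were seen. Tests, of what lowers R2, were taken out after the R2 values had been seen, and those values are given as they are. The paper reports 90 DEGs over the 4 libraries, 57 up-regulated and 33 down-regulated, and the same thresholds gave 1 here, 0 higher and 1 lower, on FPKM with limma where the paper used DESeq. None of the 23 alternatives came within 1.5 times of the paper's counts. Of the paper's DEGs read here, 76 were tested. Over the 4 libraries 1 of these (CD207) was called in the paper's direction, 60 were at an unadjusted p under 0.05, and robust eBayes called 4 (CD207, P2RY13, TRIL and TSPAN11). Over all 6 libraries 1 (PDK4) was called, 41 were at an unadjusted p under 0.05, array weights called 2 (PDK4 and LOC102161205), and without T2 CD207 was called.

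The fit over the 4 libraries with a term for EIF1AY, chosen after seeing the values and left with 1 residual degree of freedom, called 46 of the 76 and dropped 30 of the paper's own. The genes it called include OAS1 (adjusted p = 0.00222 from limma), OAS2 (0.0197), GJA5 (0.00216), ADRB3 (0.00167), ADRA2C (0.0069), RSAD2 (0.0311), MX2 (0.00742), CXCL13 (0.0149), CCR1 (0.00426), PDK4 (0.00025), KLF11 (0.00398), ACTC1 (0.019), IGJ (0.0406), TRIL (2e-06) and SOCS5 (0.00799). The other pairing as a term called 0 of the 76, and EIF1AY as a term over all 6 libraries called 0; 60 and 41 of them were at an unadjusted p under 0.05.

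The remaining values are log2 fold changes over the 4 libraries, the paper's from its Additional file 5. The error named below is that of the limma fits made here, as the paper's values were read without one. It changes with the setting, so that the same fold change can lie inside it in one setting and outside it in another. For GJA5 the paper gives 4.03 and the value here was 1.76, for ADRB3 the paper's 2.89 stands beside 1.76, for XDH the paper's −2.67 beside −0.96, for TRIL the paper's 6.04 beside 3.02 and for CD207 the paper's −4.24 beside −3.69. For these 5 genes a pseudocount of 0.1 (3.82, 2.80, −2.32, 5.44 and −4.14) and the ratio of group means with no pseudocount (4.03, 2.81, −2.62, 6.04 and −4.20) lay no further from the paper's value than the error of the fit here, and the other alternatives did not. For RYR2 the paper's 1.04 stands beside 0.66, and pseudocounts of 0.1 (0.98) and 0.5 (0.81) and the ratio of means (1.04) fell within the error, the other 9 alternatives not. For ADRA2C the paper's 4.53 stands beside 1.57, and none of 12 alternatives fell within the error, the ratio of means giving 4.13.

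For OAS2 the paper's 1.23 stands beside 0.95, and without T1 (0.99) or T5 (1.15) it fell within the error, under the other 11 alternatives not. For MX2 the paper's 0.86 stands beside 1.09; with no filter (1.09), median-of-ratios scaling (1.04), no trend (1.09), or without T1 (1.15), T3 (1.04) or T6 (0.80) it fell within the error, under the other 7 not. For KLF11 the paper's 1.76 stands beside 1.44, and pseudocounts of 0.1 (1.70) and 0.5 (1.57), the ratio of means (1.75) and leaving out T1 (1.49) or T5 (1.64) fell within the error, the other 8 not. For HGF the paper's −0.82 stands beside −0.38, and without T3 (−0.64) or T6 (−0.61) it fell within the error, under the other 11 not. For MAP3K11 the paper's 3.56 stands beside 0.36 (0.29 to 0.42 over 13 alternatives), for CYCS the paper's −0.73 beside −0.31 (−0.50 to −0.12) and for HSPH1 the paper's −1.18 beside −0.57 (−0.93 to −0.22). For these genes each of the 13 alternatives lay further from the paper's value than the error of the fit here. Additional file 5 gives symbols without coordinates, so for these genes it cannot be told whether its values are of the same gene models. MAP3K11 has 1 model in the table analysed here, and HSPH1 has 2, the second with a log2 fold change of −0.66. For RWDD1 the paper's value cannot come from the FPKM here, as it is −Inf where RWDD1 was at 83.9 FPKM in T5 and 84.7 in T6. The paper's value is infinite for 12 genes, of which 8 had its direction here, 5 of them with a fold change over 1.5.

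R2 of T4 and T5 is 0.8324 in the paper and was 0.462 here, and R2 of T5 and T6 is 0.9706 in the paper and was 0.634 here. On log2 (0.970 and 0.971), log10 (0.917 and 0.924), without the 10 genes of the highest mean (0.793 and 0.929) and as Spearman's rho squared (0.947 and 0.947) both lay within 1.5 times of the paper's value, and over the filtered genes (0.461 and 0.633) they did not. As R2 cannot pass 1, any high value lies within that range, so it cannot tell which measure the paper used. On log2, log10 and rho squared the pairs lay close together, unlike the paper's 0.8324 and 0.9706. The paper's values for the other pairs are 0.8589 for T1 and T2, 0.9862 for T1 and T3, 0.9029 for T2 and T3 and 0.861 for T4 and T6, where the values here were 0.645, 0.896, 0.695 and 0.790. The paper keeps T5 and T6 as the infected libraries with the higher R2, where on FPKM the highest infected R2 here was that of T4 and T6. That of T5 and T6 was the highest on log2, on log10 and without the 10 genes of the highest mean, that of T4 and T5 as Spearman's rho squared and that of T4 and T6 over the filtered genes. It was also the highest on FPKM without models under 200 bases, a setting chosen after the values were seen, with 0.974 for T5 and T6, 0.6235 for T4 and T5, 0.6928 for T4 and T6, 0.9762 for T1 and T3, 0.7232 for T1 and T2 and 0.8019 for T2 and T3.

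The paper states that OAS2, CYCS, CXCL13, ACTC1 and XDH changed significantly by RNA-seq and by RT-qPCR, and it reports less CXCL13 protein in infected YL pigs. Only the RNA-seq values were analysed here. By limma none of the 5 passed over the 4 libraries or all 6 in the settings reported; each had the paper's direction in both. At an unadjusted p under 0.05 with a fold change over 1.5, OAS2, CXCL13, ACTC1 and XDH passed over the 4 libraries and CYCS did not.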

Other observations

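The tests of single libraries near 0 and of T2 for the models of 1 exon, the counts of other splits for DEGs and for gene lists, and the terms for EIF1AY and the other pairing were chosen after the result was seen; an earlier test of values near 0, the shares given with the models of 1 exon, was replaced after its result was seen. Nuclear-encoded genes of oxidative phosphorylation, the respiratory chain complexes of mitochondria, fell as a group by camera, but the infected library T4 lay among the mock-infected ones. Of 51 such genes 46 were lower over the 4 libraries (median log2 fold change −0.25, adjusted p = 1.49e-11 from camera, 0.527 with an estimated correlation) and 42 over all 6 (median −0.15, adjusted p = 6.32e-09, 0.539 with an estimated correlation), and in 14 of them each infected pig lay below each mock-infected pig. The list medians were 0.08 in T1, 0.01 in T2, 0.11 in T3, 0.05 in T4, −0.18 in T5 and −0.10 in T6. NDUFB8, a subunit of complex I, was at 87.7 ± 6.27 FPKM (SD, n = 3) in mock-infected and 63.0 ± 3.03 (SD, n = 3) in infected pigs. By limma 0 passed over all genes, 5 over the 4 libraries and 2 over all 6 were lower at an unadjusted p under 0.05, and 0 and 0 when adjusted over the list alone. Inflammatory cytokines and chemokines rose as a group: 15 of 19 were higher over the 4 libraries (median 0.41, adjusted p = 0.0237 from camera, 0.527 with an estimated correlation) and 16 over all 6 (median 0.25, adjusted p = 0.0275, 0.582 with an estimated correlation). Within that list CCL8, a chemokine for monocytes, was at 9.72 ± 2.16 and 20.2 ± 9.02 FPKM (SD, n = 3 each), and IL15, a cytokine for NK and memory T cells, was at 11.8 ± 2.81 and 7.80 ± 0.75 (SD, n = 3 each), each infected pig being above each mock-infected pig for CCL8 and below for IL15. By limma 0 passed over all genes, 3 were higher and 1 lower at an unadjusted p under 0.05 over the 4 libraries and 2 higher over all 6, and 2 were higher and 1 lower, against 0, when adjusted over the list alone. The call of this list was lost over the 4 libraries without T1 (adjusted p = 0.681) or T6 (0.131), within a range from 3.55e-05 to 0.681 over the alternatives, and over all 6 without T1 (0.597), T4 (0.0788) or T6 (0.0511), within a range from 0.00235 to 0.597.

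In the 4 libraries alone, T cell markers (18 of 21 higher, adjusted p = 0.0247 from camera), erythroid markers (12 of 12 higher, 0.00654), platelet and megakaryocyte markers (7 of 7 higher, 0.0341) and immediate early genes (13 of 17 higher, 0.00654) rose as groups, each with an adjusted p of 0.527 with an estimated correlation. With all 6 libraries camera gave adjusted p of 0.0693, 0.516, 0.183 and 0.0693. The calls over the 4 libraries were lost for T cell markers without T1 (0.534) or T5 (0.322), for erythroid markers without T3 (0.107) or T6 (0.186), for platelet markers without T3 (0.204) or T6 (0.395) and without the filter (0.14), and for immediate early genes without T6 (0.0672). BCL11B, a transcription factor of T cells, was at 6.79 ± 0.22 FPKM (SD, n = 2) in T1 and T3 and 14.1 ± 0.41 (SD, n = 2) in T5 and T6, with 12.3 in T2 and 11.1 in T4, and IER2, an immediate early gene, was at 11.4 ± 3.65 and 23.0 ± 10.7 (SD, n = 3 each). By limma 0 members of the 4 lists passed over all genes; over the 4 libraries 1, 1, 1 and 5 were higher at an unadjusted p under 0.05, and 1, 0, 0 and 3 when adjusted over the list alone.

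The other lists did not pass in either set in the settings reported. After quantile normalization more lists passed, 22 over the 4 libraries and 14 over all 6, against 16 and 12. The adjusted p from camera in the settings reported are given over the 4 libraries and over all 6. B cell markers gave 0.0706 and 0.94 (8 and 10 of 21 higher), NK and cytotoxic cell markers 0.554 and 0.94 (7 and 8 of 14 higher), macrophage markers 0.0706 and 0.712 (14 and 13 of 18 higher), and dendritic cell markers 0.502 and 0.94 (6 and 7 of 11 higher). Follicular dendritic and stromal markers gave 0.5 and 0.0664 (10 and 7 of 19 higher), smooth muscle markers 0.103 and 0.94 (12 and 9 of 15 higher), endothelial markers 0.237 and 0.75 (10 and 7 of 13 higher) and mesothelium markers 0.953 and 0.49 (4 and 0 of 5 higher). Glucocorticoid-response genes gave 0.599 and 0.94 (6 of 13 higher in both), antigen presentation genes 0.502 and 0.243 (15 and 17 of 24 higher) and the genes that the discussion ties to PCV2 load in lymph nodes 0.0629 and 0.106 (11 and 9 of 13 higher). Markers of pancreas (3 tested), of adipocytes (4) and the sex-linked genes (1) were too few to test.

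The reference genes had log2 fold changes over the 4 libraries and over all 6 of −0.21 and −0.20 for HPRT1, −0.15 and −0.14 for GAPDH and 0.40 and 0.27 for ACTB, with adjusted p from limma between 0.545 and 0.851. CXCR5, the receptor of CXCL13, was at 33.5 ± 1.50 FPKM (SD, n = 3) in mock-infected and 39.1 ± 10.0 (SD, n = 3) in infected pigs. Its log2 fold change over the 4 libraries was 0.01 (adjusted p = 0.994 from limma), and it turned to −0.0473 after median-of-ratios scaling, −0.0329 after quantile normalization, −0.0336 without T1 and −0.277 without T6. SRY was listed at 0 in every library, and the paper's text does not give the sex of the pigs.

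Among the 4 libraries, T1 and T6 had high and T3 and T5 low EIF1AY, and a term for this gave 178 genes higher and 65 lower past the threshold by limma with 1 residual degree of freedom. The other pairing, T1 and T5 against T3 and T6, gave 0 genes (767 at an unadjusted p under 0.05), and the EIF1AY term over all 6 libraries gave 0 (359 at an unadjusted p under 0.05).

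Genes whose model has 1 exon were higher in T5 and T6 than in T1 and T3, with a median log2 fold change of 0.226 over 529 models against 0.061 over 12817 models of more exons, and by 0.134 in T5 and 0.377 in T6. Short length and low level argue against themselves as the cause, since lists of models with more exons matched on both had medians between 0.008 and 0.086. Among genes with a median FPKM of at least 5, 1.80% of the values of 297 models of 1 exon and 0.0573% of those of 9602 others were under 0.1 of the gene's median (a ratio of 31.4, from 32 and 33 such values). Such values are also argued against as the cause, since the 420 models of 1 exon at any level without them had a median of 0.197 against −0.005 to 0.081 for matched lists. PCV2 infection cannot be told apart from a difference between libraries: T2, a mock-infected library, differed from T1 and T3 by 0.306 of the difference of T5 and T6 (0.0691), T4, an infected library, differed by 0.0916, and RNA quality or residual DNA was not tested.

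The lists of ribosomal proteins, oxidative phosphorylation, secretory genes, chaperones and cell cycle genes were lower together in T5 and T6. Gene length bias was not settled as a cause. The change rose with model length across genes (Spearman's rho 0.144 over the 12817 models of more than 1 exon, genes not being independent replicates). In 5 of 5 lists the median lay under the 2.5th percentile of random lists matched on length and level. These lists were described because they were lower, and their genes move together (estimated correlation 0.42 for ribosomal proteins over the 4 libraries). Random lists lack this, so the bound is too narrow to exclude length bias. PCV2 infection cannot be told apart from a difference between pigs: in 2 of the 5 lists, chaperones and cell cycle genes, each infected library had a lower median than each mock-infected library, and in the other 3 T4 lay among the mock-infected libraries.

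The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. For DEGs the real split gave 1 and the highest other split 2, with 5 of the 10 splits as large as the real one. For new genes they were 1 and 1, with 2 splits as large. For gene lists they were 12 and 16, with 2 splits as large.

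The following 1-exon models were chosen after their values were seen. KLF2 was listed at 0 in T1, T4 and T6 and was at 219 FPKM in T2, 451 in T3 and 150 in T5. P2RY13 was listed at 0 in T1 and T3 and was at 1.66 FPKM in T2, 1.96 in T4, 5.56 in T5 and 9.49 in T6.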
